# Gut microbiota mediates intermittent-fasting alleviation of diabetes-induced cognitive impairment

**DOI:** 10.1038/s41467-020-14676-4

**Published:** 2020-02-18

**Authors:** Zhigang Liu, Xiaoshuang Dai, Hongbo Zhang, Renjie Shi, Yan Hui, Xin Jin, Wentong Zhang, Luanfeng Wang, Qianxu Wang, Danna Wang, Jia Wang, Xintong Tan, Bo Ren, Xiaoning Liu, Tong Zhao, Jiamin Wang, Junru Pan, Tian Yuan, Chuanqi Chu, Lei Lan, Fei Yin, Enrique Cadenas, Lin Shi, Shancen Zhao, Xuebo Liu

**Keywords:** Biochemistry, Computational biology and bioinformatics, Microbiology, Neuroscience, Diseases

## Abstract

Cognitive decline is one of the complications of type 2 diabetes (T2D). Intermittent fasting (IF) is a promising dietary intervention for alleviating T2D symptoms, but its protective effect on diabetes-driven cognitive dysfunction remains elusive. Here, we find that a 28-day IF regimen for diabetic mice improves behavioral impairment via a microbiota-metabolites-brain axis: IF enhances mitochondrial biogenesis and energy metabolism gene expression in hippocampus, re-structures the gut microbiota, and improves microbial metabolites that are related to cognitive function. Moreover, strong connections are observed between IF affected genes, microbiota and metabolites, as assessed by integrative modelling. Removing gut microbiota with antibiotics partly abolishes the neuroprotective effects of IF. Administration of 3-indolepropionic acid, serotonin, short chain fatty acids or tauroursodeoxycholic acid shows a similar effect to IF in terms of improving cognitive function. Together, our study purports the microbiota-metabolites-brain axis as a mechanism that can enable therapeutic strategies against metabolism-implicated cognitive pathophysiologies.

## Abstract (web summary)

Intermittent fasting (IF) has been shown beneficial in reducing metabolic diseases. Here, using a multi-omics approach in a T2D mouse model, the authors report that IF alters the composition of the gut microbiota and improves metabolic phenotypes that correlate with cognitive behavior.

## Introduction

The prevalence of type 2 diabetes (T2D) is on the rise worldwide^1^, and cognitive decline is a severe complication of T2D^2,3^. The etiology of cognitive impairments resulting from diabetes is multifactorial, including brain insulin resistance, cerebral microvascular damage, and neuroinflammation^2,4^. Previous research has found that T2D-associated or high-fat-diet-induced cognitive deficits are connected to brain insulin resistance, glucose uptake decrease, neurotransmitter metabolism disturbance, and mitochondrial dysfunction^5,6^.

Recent studies have emphasized the critical impact of gut microbiota on regulating systemic insulin sensitivity and energy metabolism via the generation of functional microbial metabolites in diabetic rodent models and humans^7,8^. Moreover, gut microbiota plays a vital role in linking diet and host physiology and pathology. Microbiota homeostasis is essential for the maintenance of gut health and for modulating cognitive functions via the regulation of the permeability of the blood–brain barrier, brain energy homeostasis, and synaptic transmission^9–11^. It is noteworthy that interindividual variation of microbiota composition and microbial metabolites, such as short-chain fatty acids (SCFAs), 3-indolepropionic acid (IPA), secondary bile acids (BAs), and serotonin (5-HT), are critically driven by the genotype, age, and dietary patterns of the host^10,12^. They are also strongly linked to whole body metabolism and function particularly, and have been shown to have potential neuroprotective effects. BAs such as tauroursodeoxycholic acid (TUDCA) has been suggested as a potential agent in preventing amyotrophic lateral sclerosis and Alzheimer’s diseases (AD)^13,14^. In addition, previous research demonstrated that IPA, one of the microbial deamination metabolites of tryptophan, might possess potential neuroprotective against β-amyloid-induced neuronal damage via scavenging free radicals^15^.

Dietary restrictions have been well reported to be beneficial in the context of metabolic syndrome and the lengthening of lifespans, and gut microbiota may play a pivotal role in this^16^. Intermittent fasting (IF) regimens represent a periodic dietary restriction, which have shown to increase lifespan, promote energy metabolism, and to reduce the risk of developing various age-related pathologies^17–19^. It has been suggested that IF could ameliorate insulin resistance, activate adipose tissue browning, protect central nervous system autoimmunity, and improve diabetes-related retinopathy in rodent models, via modulation of the gut microbiome and microbial metabolites compositions^20–22^. Moreover, IF designed as alternate-day fasting has shown to improve age-related and Alzheimer’s disease (AD)-associated neuroinflammation, brain structure, and cognitive functions in animal models^23–26^. Nonetheless, the protective effects of IF on the cognitive deficits associated with diabetes remain unclear, and to what extent the gut microbiota affect brain function is largely underexplored.

Given emerging reports that link gut microbiota to brain function and metabolism in relation to IF and health status, we undertook a comprehensive study to examine the impact of IF on diabetes-driven cognitive impairment and underlying mechanisms in db/db mice, a typical T2D rodent model, using a multi-OMICS analysis of the gut microbiota, plasma metabolome, and brain transcriptome combined with conventional behavioral tests. To determine the role of gut microbiota in mediating the protective effects of IF on cognitive deficiency, we also examined behavioral alterations in diabetic mice in which the gut microbiota was removed by antibiotics treatment. Our findings suggest that gut microbiota/metabolites mediate the neuroprotective actions of IF on diabetes, thus highlighting the potential of modulating the gut microbiota as an effective intervention for metabolism-implicated neurodegenerative diseases.

## Results

### IF suppressed insulin resistance and cognitive impairment

Three-month-old db/db mice were fed either an ad libitum diet or fasted at 24 h intervals for 28 days (Fig. 1a). Compared with the db/m group, the littermate control mice, the food/energy intake was higher in db/db mice (Fig. 1c, d) (ANOVA with Tukey’s test, *p* < 0.01). IF decreased the bodyweight of db/db mice (Fig. 1b) (ANOVA with Tukey’s test, *p* < 0.01) without changing their total energy intake (Fig. 1c, d). In addition, IF treatment substantially reduced water intake per day in db/db mice (Supplementary Fig. 1A) (ANOVA with Tukey’s test, *p* < 0.01) with less urine at the end of the treatment (Supplementary Fig. 1A).

**Fig. 1:**
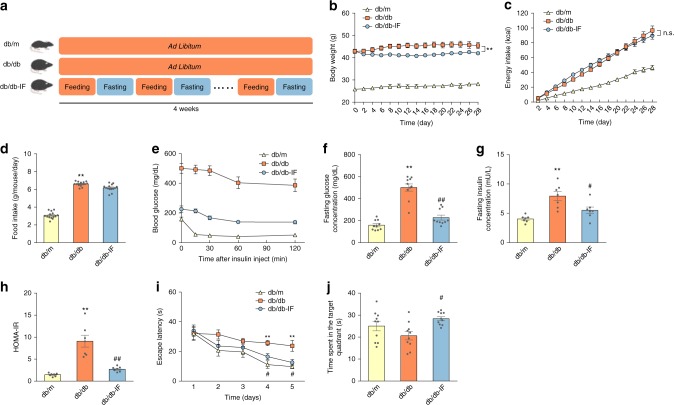
Intermittent fasting alleviated insulin resistance and cognitive impairment in db/db mice. **a** Timeline depicting the diet of IF or ad libitum in each group; **b** bodyweight (*n* = 10 mice per group); **c** energy intake; **d** food intake; **e** insulin-tolerance test; **f** fasting glucose; **g** fasting insulin level (*n* = 7 mice per group); **h** HOMA-IR (*n* = 7 mice per group). The animals’ cognitive functions were assessed by the Morris water-maze test as described in “Methods” (*n* = 10 mice per group); **i** escape latency (s), and **j** the time spent in the target quadrant (s) during the probe trial were recorded. Data presented as mean ± SEM. *p < 0.05, **p < 0.01, compared with db/m group, ^#^*p* < 0.05, ^##^*p* < 0.01 compared with the db/db group. Significant differences between mean values were determined by one-way ANOVA with Tukey’s multiple comparisons test. See also Supplementary Fig. 1. Source data are provided as a Source Data file.

The effects of IF on insulin resistance in the db/db mice were assessed with an insulin-tolerance test on day 28 (Fig. 1e). Specifically, IF treatment increased insulin sensitivity in db/db mice by suppressing fasting glucose levels (54.8% lower) and fasting insulin levels (29.8% lower), compared with ad libitum fed mice (Fig. 1f, g). The HOMA-IR values, which reflected insulin resistance, were lowered after IF treatment in db/db mice (Fig. 1h). Furthermore, IF significantly reduced the mass of epididymal white adipose tissues (eWAT) and the size of adipocytes (Supplementary Fig. 1B–D) (ANOVA with Tukey’s test, *p* < 0.01). Morris water-maze tests were performed to assess the effects of IF on the cognitive impairment inherent in the diabetic mice. IF decreased escape latency in the 5-day navigation test, indicating that the improved cognitive deficits of db/db mice (Fig. 1i; Supplementary Fig. 1E). On the probe trial day, IF elevated the time spent in the target quadrants (ANOVA with Tukey’s test, *p* < 0.05) in db/db mice, reflecting an increase in the spatial memory of diabetic mice (Fig. 1j). The results from the elevated plus maze, a behavioral test of anxiety, suggesting that IF treatment improved anxious behavioral and locomotor activity in db/db mice (Supplementary Fig. 1F–H).

### IF improved synapse ultrastructure and insulin signaling

The ultrastructure of synapses in the hippocampus—the major region of the brain involved in cognition and memory—was examined, after the mice were killed. An analysis of postsynaptic density (PSD) (Fig. 2a) revealed that both the length and width of PSD were elevated in db/db-IF mice compared with the db/db group (Fig. 2b, c) (ANOVA with Tukey’s test, *p* < 0.01).

**Fig. 2:**
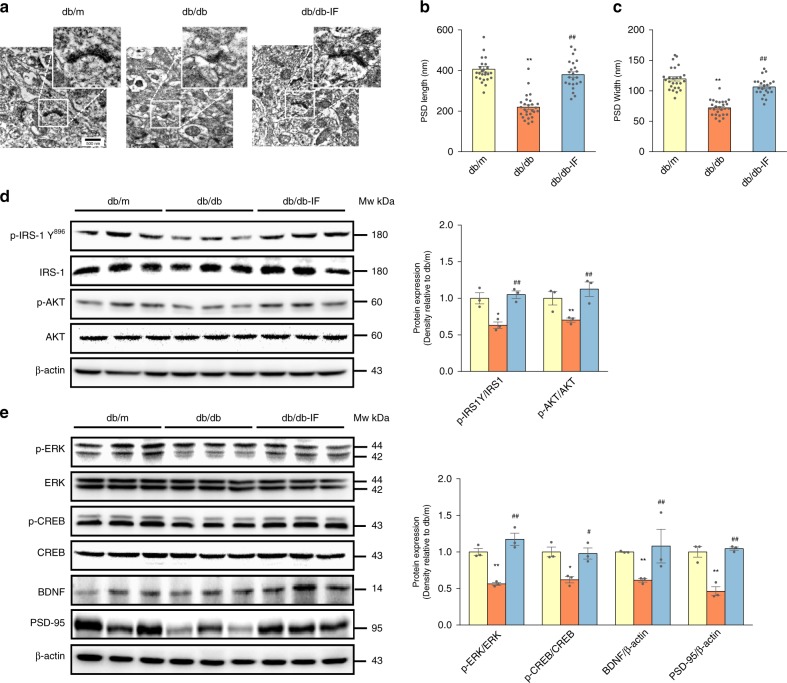
Intermittent fasting improved synapse ultrastructure and altered IRS/Akt and CREB/ERK signaling in db/db mice brain. **a** Representative images of ultrastructure of synapse. **b**, **c** The length and width of PSD (*n* = 6 slices per group). **d**, **e** Western blots analysis of hippocampal IRS/Akt and CREB/ERK related signaling (*n* = 3 mice per group). Data presented as mean ± SEM. *p < 0.05, **p < 0.01, compared with db/m group, ^#^*p* < 0.05, ^##^*p* < 0.01 compared with the db/db group. Significant differences between mean values were determined by one-way ANOVA with Tukey’s multiple comparisons test. See also Supplementary Fig. 2. Source data are provided as a Source Data file.

Insulin signaling was assessed in the hippocampus in order to evaluate whether IF could ameliorate brain insulin resistance. IF increased the IRS1- Tyr^896^/IRS1 and Akt phosphorylation, indicating that it stimulated the hippocampal insulin signaling pathway (Fig. 2d). We also observed that IF treatment enhanced the expression of BDNF, a neurotrophic factor involved in maintaining neuronal survival and synaptic function, and the phosphorylation of ERK/CREB, an upstream signaling of BDNF synthesis, compared with db/db mice (Fig. 2e) (ANOVA with Tukey’s test, *p* < 0.05). Likewise, the expressions of PSD-95, a scaffolding protein in the excitatory postsynaptic density, was also increased in IF-treated mice hippocampi (Fig. 2e), in line with PSD ultrastructural alterations.

It is also worth noting that NFκB, a major transcriptional factor mediating inflammation^27^, was activated in the hippocampus of diabetic mice (Supplementary Fig. 2). IF treatment suppressed NFκB activation and downregulated the phosphorylation of JNK/p38 and protein expressions of Iba-1, a well-known marker of microglial activation (Supplementary Fig. 2).

### IF promoted mitochondrial biogenesis in the hippocampus

RNA sequencing on mice hippocampi was performed in order to identify the key biological processes and pathways regulated by IF in the hippocampus (Supplementary Data 1). 

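Hippocampal RNA was sequenced from 11 db/m, 10 db/db and 10 db/db-IF mice, with 1 library per mouse. The db/db mice are homozygous for the db mutation of the leptin receptor gene Lepr and become obese and diabetic, and the heterozygous db/m littermates served as controls. The db/db-IF mice were deprived of food for 24 h every other day for 28 days. The sample labels and the paper's results give the mice as 3 months old, and the paper's methods give 4 months at the start of IF. The numbers of mice are those of the sample labels and of Supplementary Data 1, whereas the legend of Fig. 3a gives 11, 9 and 11. In units of 1000000, clean reads per mouse ranged from 104.4 to 132.5 in db/m (median 116.2), from 91.8 to 139.1 in db/db (median 122.7) and from 101.4 to 135.5 in db/db-IF mice (median 116.2). The authors trimmed the reads, aligned them to GRCm38.p6 and merged the transcripts of the 31 mice into consensus loci. They computed FPKM values with StringTie, which divides the fragments of a locus by its transcript length and by the mapped fragments of the mouse. The read counts behind each FPKM value are not in the table, so the depth behind a single value is unknown. Expression was analyzed as log2(FPKM + 1), a scale on which the fold change of a weakly expressed gene is understated. The 17139 loci with an FPKM above 1 in at least 10 mice were tested with limma (two-sided, Benjamini-Hochberg adjusted p under 0.05). Each group was compared with the other 2 combined, as in the study. The groups were also compared in pairs in 1 fit with 3 group means, which gives 6 comparisons. Gene lists for pathways and cell types, set before the data were examined, were tested with limma's camera at a preset correlation of 0.01, and 40 of them had enough tested members. With an estimated correlation, camera left 0 of the 40 lists at an adjusted p under 0.05 in each comparison, and 5, 5, 2, 3, 4 and 8 lists had an unadjusted p under 0.05. The fry test, which asks whether a list moves 1 way without comparing it to other genes, passed 27, 19, 3, 24, 7 and 25 lists. The order of these counts is db/db-IF, db/m and db/db mice against the others, then db/db-IF against db/db, db/db against db/m and db/db-IF against db/m mice. Within each group the lower replicate numbers had a lower Q20, which divides the mice into a set of 16 and a set of 15. Between these read-quality sets, with group in the model, limma called 0 loci (700 at an unadjusted p under 0.05), and a linear model with a library-size term called 0 loci (742 unadjusted).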

After mapping 310.85 Gb clean RNA-SEQ reads of all mice against the Mus musculus genome, we detected 27,094 genes (including 1345 new predicted genes with no annotation) with a FPKM value (Supplementary Data 2). Among them, 1181 genes were found to be highly expressed in db/db-IF mice compared with db/db and db/m mice, using differentially expressed gene (DEG) analysis (DEG-group 1 genes) (FDR-*p* < 0.05) (Fig. 3a; Supplementary Data 3), most of which were enriched in mitochondrial-related GO terms. 

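The entries of the table are consensus loci of transcripts, and a gene can hold several of them or share 1 with a neighbour. They therefore count stretches of transcribed genome and not genes. Of the 27094 loci, 24643 carried 1 gene name, 1106 carried several names and 1345 carried none. The table held 23007 gene names, of which 2341 were spread over several loci. For such a gene the locus with the highest mean FPKM over the 31 mice is called its first locus here, and the others are loci beyond the first. Between 26700 and 27015 loci per mouse had an FPKM above 0, and between 16242 and 17172 had an FPKM above 1. Lepr, the leptin receptor gene on chromosome 4 from 101717137 to 101815352 of GRCm38.p6, was too weakly expressed to be tested. It reached 0.374 ± 0.16 FPKM in db/m (SD, n = 11), 0.227 ± 0.13 FPKM in db/db and 0.192 ± 0.090 FPKM in db/db-IF mice (SD, n = 10 each). A locus was called split when its mice of 1 group fell on both sides of a gap of more than 2 on the log2 scale, with at least 2 mice on each side, a definition set after the data were examined. By this definition 330 of the tested loci were split in any group (1.93%), 134 in db/m, 157 in db/db and 195 in db/db-IF mice. Each mouse also differed from the mean of the 31 mice in a way that depended on transcript length. This was measured as the slope of its log2(FPKM + 1), relative to that mean, on log2 transcript length, again a choice made after the data were examined. It rests on 12414 loci, without the genes of oxidative phosphorylation. The slope had a median of 0.052 in db/m mice (0.0011 to 0.0816) and 0.0491 in db/db mice (-0.0396 to 0.0717). In db/db-IF mice it had a median of -0.0747 (-0.2385 to -0.0449), and every db/db-IF mouse lay under every other mouse, so that short transcripts stood relatively higher in them.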

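Genes of the respiratory chain, the proteasome, mitochondrial protein import and redox defence were higher in the hippocampus of db/db-IF mice than in db/m and db/db mice combined. They serve ATP production, protein breakdown and the upkeep of mitochondria. Genes that respond to glucocorticoids were higher as well. Of the 76 nuclear genes of oxidative phosphorylation, which encode most subunits of the respiratory complexes and of the ATP synthase, 64 were higher with IF and the other 12 did not pass the test (66 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.37. Of the proteasome, which degrades ubiquitin-tagged proteins, 23 of 31 genes were higher and 1, Psmd11, was lower (23 higher and 2 lower when adjusted over the list alone). Among them were the catalytic core genes Psmb4, with a log2 fold change of 0.36 (standard error 0.04), and Psmb1, with 0.32 (standard error 0.04), and the regulatory ATPase genes Psmc4 (0.26) and Psmc5 (0.29). Psmb1 lies on chromosome 17 from 15475721 to 15498276 and was expressed at 142 ± 6.2 FPKM in db/m mice (SD, n = 11) and 182 ± 12.3 FPKM in db/db-IF mice (SD, n = 10). For the import of proteins into mitochondria, 15 of 24 genes were higher and 2, the receptor genes Tomm20 and Tomm70a, were lower (15 higher and 4 lower when adjusted over the list alone). The small carrier chaperone genes Timm8b (0.43) and Timm13 (0.54), the inner membrane gene Romo1 (0.62) and the import motor gene Pam16 (0.26, on a locus shared with Coro7) had the smallest adjusted p in this list. In redox defence, 11 of 24 genes were higher and 4 were lower (12 higher and 4 lower when adjusted over the list alone). Superoxide dismutase Sod1 had a log2 fold change of 0.42 (standard error 0.05, adjusted p = 4.0e-08), its copper chaperone Ccs 0.42, mitochondrial thioredoxin reductase Txnrd2 0.48 and the lipid peroxidase Gpx4 0.49. The 4 lower genes were catalase Cat (-0.12), the cytosolic thioredoxin reductase Txnrd1 (-0.24) and both subunits of the enzyme that starts glutathione synthesis, Gclc (-0.28) and Gclm (-0.14). For 3 of them the direction depends on the trend along transcripts, as Gclc (0.087) and Txnrd1 (0.079) turned upward with the slope on transcript length as a covariate, and Gclm turned upward with the length trend (0.068) or the length and GC trend (0.16) removed, passing the test in the latter. Of the glucocorticoid genes 11 of 16 were higher and 1, the transcription factor Zbtb16, was lower (11 higher and 1 lower when adjusted over the list alone). The stress kinase Map3k6 had 0.73 (standard error 0.07, adjusted p = 3.1e-09), the arrestin relative Arrdc2 0.70 and the metallothionein Mt1 0.57. The mean of the glucocorticoid list was already above that of db/m mice in 10 of 10 db/db mice. For this list the comparison with the combined mice thus also holds a difference between db/db and db/m mice. Psmd11, Tomm20, Tomm70a, Zbtb16 and the 4 lower redox genes were picked out after their values were seen. In the set test the adjusted p was 6.9e-22 for oxidative phosphorylation, 2.9e-07 for the proteasome, 8.5e-04 for import, 0.00704 for redox defence and 0.00704 for glucocorticoid response. With an estimated correlation the adjusted p was 0.28 for the first 4 lists and 0.36 for the last. Over all tested loci 4599 were higher in db/db-IF mice (4901 at an unadjusted p under 0.05). Outside the oxidative phosphorylation genes 26.6% of loci were higher (Fisher's exact test, odds ratio 14.7, two-sided p = 1.6e-25, with genes that are not independent replicates). The slope of each mouse on transcript length was then made a covariate, an alternative chosen after the data were examined, and 131 loci were higher with it. The median of the oxidative phosphorylation genes was then 0.04 (adjusted p = 0.12 from camera), and camera's adjusted p was 0.41 for the proteasome, 0.94 for import, 0.50 for redox defence and 7.3e-06 for glucocorticoid response. Within their groups, db/db-IF mouse 7 had by far the highest value of Psmb4, Psmb1, Ccs and Gpx4, db/db mouse 10 had by far the highest value of Sod1 and Psmc5, db/db mouse 4 had by far the highest value of Arrdc2, db/db-IF mouse 11 had by far the highest value of Map3k6 and db/db-IF mouse 7 had by far the lowest value of Txnrd1.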

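The 10 named genes with the largest rises in db/db-IF mice included enzymes of membrane lipids, a kinase subunit, a sodium channel and a lipid droplet protein. Several of these rises are at loci beyond the first of their gene. Cds2, which makes the phospholipid precursor CDP-diacylglycerol, rose at its second locus from 11.1 ± 3.4 FPKM in db/db mice to 29.4 ± 12.7 FPKM in db/db-IF mice (SD, n = 10 each), and its log2 fold change against the other mice was 1.40 (standard error 0.21, adjusted p = 2.9e-06). Paqr8, a membrane progesterone receptor, reached 1.39 (standard error 0.21), and Camk2b, the beta subunit of the calmodulin kinase of synapses, reached 1.38 (standard error 0.16) at its second locus. Plin4, a coat protein of lipid droplets that also stands in the glucocorticoid list, lies on chromosome 17 from 56100587 to 56109948. It was expressed at 4.87 ± 1.7 FPKM in db/m (SD, n = 11) and 18.0 ± 6.3 FPKM in db/db-IF mice (SD, n = 10). Its log2 fold change in db/db-IF mice against the db/m and db/db mice combined was 1.34 (standard error 0.25). The log2 fold change was 1.33 for the lipid phosphatase gene Plpp3, 1.33 for the sodium channel gene Scn8a, 1.32 for Pdzd2, 1.31 for the phosphoethanolamine lyase gene Etnppl, 1.29 for the phosphatase gene Ppm1l and 1.21 for Tmem131. Plin4, Etnppl and Ppm1l were also lower in db/m than in db/db and db/db-IF mice combined, and Etnppl was higher in db/db than in db/m mice. For Etnppl part of the difference from the combined mice was thus present without IF. Of the 57 loci that were more than 2-fold higher, 35 were loci beyond the first of their gene, as are those of Cds2, Camk2b, Plpp3, Scn8a, Pdzd2 and Tmem131. Among the genes that Fig. 3a names as higher with IF, 28 of 31 tested loci were higher, a list the study chose on these mice and therefore not independent evidence. They included the cytochrome oxidase gene Cox4i1, at 0.41 (adjusted p = 8.0e-08), the mitochondrial fission receptor gene Fis1, at 0.44 (adjusted p = 2.5e-08), and the synaptic adhesion gene Nlgn1, at 0.72 (adjusted p = 1.3e-05) for its first locus. The postsynaptic calmodulin-binding protein Nrgn was also higher (0.26, adjusted p = 0.0011). At their first loci the redox sensor gene Park7 had a log2 fold change of 0.30 (standard error 0.28, adjusted p = 0.38) and the postsynaptic scaffold gene Dlgap1 -0.17 (standard error 0.10, adjusted p = 0.12), and neither passed the test. Camk2b was lower at its first locus (-0.35, adjusted p = 0.012), which is expressed at 8399 ± 839 FPKM in db/db-IF mice (SD, n = 10). With the slope on transcript length as a covariate, the log2 fold change was -0.03 for Ppm1l and -0.09 for Nrgn, opposite to their direction without it. Among the mice of 1 group, db/db-IF mouse 7 had by far the highest value of Cox4i1 and Fis1 and db/db-IF mouse 7 had by far the lowest value of Plin4.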

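Genes encoded by mitochondrial DNA, and a few nuclear genes of the respiratory chain, were lower in the hippocampus of db/db mice than in db/m and db/db-IF mice combined. Mitochondrial DNA encodes core subunits of complexes I, III and IV and of the ATP synthase, and the other subunits come from nuclear genes. Of 8 tested loci that hold genes of mitochondrial DNA, 4 were lower and the other 4 did not pass the test (5 lower when adjusted over the list alone). The locus that holds COX1, ND4 and ND4L, subunits of cytochrome oxidase and of complex I, was expressed at 85419 ± 5754 FPKM in db/m (SD, n = 11), 73927 ± 6916 FPKM in db/db and 95070.3 ± 11224 FPKM in db/db-IF mice (SD, n = 10 each), a log2 fold change of -0.28 (standard error 0.06, adjusted p = 0.0031). COX2, the second subunit of cytochrome oxidase, had a log2 fold change of -0.25 (standard error 0.07, adjusted p = 0.024), CYTB, of complex III, -0.23 (standard error 0.06, adjusted p = 0.011), and ND3, of complex I, -0.24 (standard error 0.08, adjusted p = 0.043), the last picked out after its values were seen. Among the nuclear genes of oxidative phosphorylation, 4 of 76 (5.3%) were lower over all loci tested. This share is near the 3.7% of the other loci (Fisher's exact test, odds ratio 1.45, two-sided p = 0.36). Against db/m mice alone 0 of the 76 were lower in db/db mice and 3 were higher, so the calls of lower genes rest on the comparison that includes db/db-IF mice. The 4 genes included Atp5d, a subunit of the ATP synthase, at -0.30 (standard error 0.08), and the complex I genes Ndufs6 at -0.30 (standard error 0.09) and Ndufa1 at -0.32 (standard error 0.10). Ndufs6 lies on chromosome 13 from 73319876 to 73328482 and was expressed at 16.5 ± 0.94 FPKM in db/m (SD, n = 11), 15.5 ± 1.7 FPKM in db/db and 22.7 ± 3.0 FPKM in db/db-IF mice (SD, n = 10 each). When limma's p was adjusted over the list alone, 0 of the 76 passed, with 27 lower and 2 higher at an unadjusted p under 0.05, and a linear model with a library-size term called 5 lower over all loci. Of 13 genes of mitochondrial fission and fusion, the fission regulators Mtfp1, at -0.24 (adjusted p = 0.0078), and Mief2, at -0.13 (adjusted p = 0.027), were lower and the fission receptor Mff was higher, at 0.15 (adjusted p = 0.048) (1 higher and 2 lower when adjusted over the list alone). Of 17 alternatives set beforehand 8 called Mff and 8 called Ndufa1. This list had a median log2 fold change of -0.001 and a mean of 0.02, which differ in sign, and camera ranked it downward without passing (adjusted p = 0.93, and 0.96 with an estimated correlation). Genes of the mitochondrial ribosome were not analysed here. For the mitochondrial DNA list camera gave an adjusted p of 7.3e-04, and for the nuclear list, whose median was -0.14, it gave 4.0e-07. Both lists had an adjusted p of 0.69 with an estimated correlation. Of the genes that Fig. 3a names as lower in db/db mice, all 7 tested loci were lower than in the other mice combined and 1, that of COX1 and ND4, was lower than in db/m mice. The study chose them on these mice, so they are not independent evidence. With the slope on transcript length as a covariate, the median of the mitochondrial DNA list went from -0.20 to -0.13 (adjusted p = 0.0104 from camera), and the nuclear list had a median of -0.004 (adjusted p = 0.598). Compared with the rest of its group, db/db mouse 10 had by far the highest value of Atp5d, db/db-IF mouse 7 had by far the highest value of Atp5d and db/db-IF mouse 1 had by far the lowest value of Mtfp1.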

The GO terms analysis of those genes that had lower expression in db/db mice (DEG-group 6 genes) indicated the respiratory chain and mitochondrial fission/translation biological process were dysregulated in db/db mice, which suggested abnormal mitochondrial metabolism in diabetic mice hippocampus. However, the related mitochondria-related genes expressions were corrected by the IF regimen (Fig. 3a). Moreover, the expressions of 483 genes in db/db mice hippocampus were comparable with those levels in db/m mice after IF treatment (DEG-group 3 and group 6) (FDR-*p* < 0.05), and 31.3% of these genes were even significantly higher (60 genes) or lower (91 genes) expressed than db/m mice (Supplementary Data 3). 

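Mitochondrial DNA genes were higher in db/db-IF than in db/db mice, and several of them and of their nuclear partners stood above the db/m level as well. In such genes the level reached with IF was not that of db/m mice. Of the 8 tested loci of mitochondrial DNA, 5 rose with IF and the other 3 did not pass the test (5 higher when adjusted over the list alone), with a median log2 fold change of 0.28. The locus of COX1, ND4 and ND4L had a log2 fold change of 0.36 (standard error 0.06, adjusted p = 2.5e-05) against db/db mice and 0.15 (adjusted p = 0.036) against db/m mice. COX2 rose from 13471 ± 1096 to 17875 ± 2371 FPKM (SD, n = 10 each), a log2 fold change of 0.40 (standard error 0.07), and stood 0.28 (adjusted p = 4.2e-04) on the log2 scale above db/m mice. CYTB rose by 0.28 on the log2 scale against db/db mice (standard error 0.06) and did not pass the test against db/m mice (0.10, adjusted p = 0.14). The complex I genes ND1, at 0.29, and ND3, at 0.34, both picked out after their values were seen, also rose against db/db mice. Against db/m mice alone 0 of 76 nuclear genes of oxidative phosphorylation were lower in db/db mice. Of those that were lower than in db/m and db/db-IF mice combined, Atp5d rose by 0.47 (adjusted p = 8.6e-06) on the log2 scale against db/db mice and stood 0.32 (adjusted p = 3.7e-04) above db/m mice. Ndufs6 of complex I rose by 0.52 (adjusted p = 3.2e-07) and stood 0.43 (adjusted p = 1.5e-06) above db/m mice. Stx4a, a syntaxin of vesicle fusion at the plasma membrane, rose from 33.1 ± 2.0 to 42.3 ± 3.7 FPKM (SD, n = 10 each) and had a log2 fold change of 0.20 (adjusted p = 0.0017) against db/m mice. The locus that Tomm40, the pore of the outer mitochondrial membrane, shares with the apolipoprotein gene Apoe rose by 0.25 (adjusted p = 0.0015) against db/db mice and did not pass the test against db/m mice (0.07, adjusted p = 0.37). Of the fission genes, Mtfp1 rose against db/db mice (0.33, adjusted p = 4.0e-05), Mff fell (-0.24, adjusted p = 1.1e-04) and Mief2 had a log2 fold change of 0.11 (adjusted p = 0.023). The fall of Mff turned to 0.013 with the length and GC trend removed. The set test gave the mitochondrial DNA list an adjusted p of 0.015, and an adjusted p of 0.59 with an estimated correlation. Once the slope on transcript length was a covariate, its median log2 fold change against db/db mice was 0.004 (adjusted p = 0.78 from camera). The Tomm40 locus (-0.016) and ND1 (-0.022) then pointed the other way against db/db mice. Against db/m mice Atp5d (-0.11), Tomm40 (-0.22), CYTB (-0.18) and the COX1 locus (-0.012) also pointed the other way, COX2, Ndufs6 and Stx4a had 0.019, 0.06 and 0.07, and none of these 7 passed. Within the group, db/db-IF mouse 7 had by far the highest value of Atp5d and Tomm40, db/db mouse 10 had by far the highest value of Atp5d and db/db-IF mouse 1 had by far the lowest value of Mtfp1.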

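Among the genes that were set apart in db/db mice from db/m and db/db-IF mice combined, Nfix and Kcnd3 were higher in db/db mice, and Cryba4 and Igfbp2 were lower. In db/db-IF mice some of these genes did not differ detectably from db/m mice, and others lay beyond the db/m level. Nfix, a transcription factor of neural development, was expressed at 46.8 ± 27.4 FPKM in db/m (SD, n = 11), 85.3 ± 32.4 FPKM in db/db and 41.0 ± 28.5 FPKM in db/db-IF mice (SD, n = 10 each), and its log2 fold change in db/db mice was 1.00 (standard error 0.30, adjusted p = 0.036). Kcnd3, a potassium channel, had the largest rise in db/db mice among named genes, with 1.04 (standard error 0.31, adjusted p = 0.031) at its second locus. The Rab regulator Tbc1d15 was higher in db/db mice (0.88, adjusted p = 0.014) and lower in db/db-IF than in db/m mice (-0.56, adjusted p = 0.043), a call that held in 8 of 16 alternatives set beforehand and turned to 0.12 with the slope on transcript length as a covariate. Other named genes with the largest rises in db/db mice were the hydrolase gene Pter (0.95), the splicing factor genes Zrsr1 (0.91) and Srsf1 (0.72), the lysosomal cystine transporter gene Ctns (0.80), the membrane metalloproteinase gene Mmp16 (0.80) and the myosin kinase gene Mylk (0.76). Of the 17 alternatives set beforehand, Mylk was called in 5, Ctns in 7, Zrsr1 in 7 and the lower Scn8a locus in 10. Among the genes that were lower in db/db mice, the crystallin gene Cryba4 lies on chromosome 5 from 112246492 to 112263625 and was expressed at 11.4 ± 1.8 FPKM in db/m (SD, n = 11), 7.19 ± 1.8 FPKM in db/db and 12.3 ± 2.2 FPKM in db/db-IF mice (SD, n = 10 each). Its log2 fold change in db/db mice was -0.66 (standard error 0.10, adjusted p = 2.9e-04), and between db/db-IF and db/m mice it was 0.10 (adjusted p = 0.44). Igfbp2, a secreted carrier of insulin-like growth factors, had a log2 fold change of -0.63 (standard error 0.18) in db/db mice and 0.11 (adjusted p = 0.68) between db/db-IF and db/m mice. With the slope as a covariate Cryba4 and Igfbp2 pointed the other way between db/db-IF and db/m mice (-0.25 and -0.20). Lower too were the chromatin protein Nucks1 (-0.97), the vesicle fusion protein otoferlin (Otof, -0.69), the cilium protein Cfap52 (-0.73) and the protocadherin Pcdh17 (-0.68). At loci beyond the first, the epigenetic repressor Pphln1 (-0.88), Scn8a (-0.78), the netrin ligand Lrrc4c (-0.74) and reelin (Reln, -0.62) were lower. Of these, Pphln1 (0.96) and Scn8a (1.24) were higher in db/db-IF than in db/m mice. In total 1630 loci were set apart in db/db mice, 998 higher and 632 lower. The number is uncertain, as 8 of 100 splits of the db/m and db/db mice with the fasted mice kept in place gave as many (highest other 3767), and limma set 0 apart in the second read-quality set alone (1087 higher and 811 lower unadjusted). Between db/db-IF and db/m mice 679 of them did not pass the test (41.7%), which does not show that their levels were equal, while 332 were higher and 619 lower in db/db-IF mice (58.3%). Of the 998 higher loci 375 did not pass, 593 were lower and 30 higher in db/db-IF than in db/m mice. Of the 632 lower loci 304 did not pass, 302 were higher and 26 lower. With 1 mouse left out the higher loci ranged from 585 to 1224 and the lower ones from 364 to 789. Changes of more than 1.5 times came without db/db replicates 1, 2, 3, 7 and 9, with 588, 637, 643, 611 and 585 higher and 373, 396, 403, 397 and 364 lower loci, and without db/db replicate 9 also in the loci set apart that did not pass between db/db-IF and db/m mice (443). With the slope on transcript length as a covariate 1355 loci were set apart in db/db mice and 1308 of these did not pass between db/db-IF and db/m mice. Within their groups, db/db mouse 1 had by far the lowest value of Mylk, db/db mouse 8 had by far the highest value of Pphln1 and db/db-IF mouse 8 had by far the highest value of Pter.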

IF also elevated genes related to the KEGG pathway of oxidative phosphorylation (OXPHOS) via upregulating mitochondrial genes expression (Fig. 3b). 

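Every respiratory complex with enough tested nuclear genes was higher in db/db-IF than in db/db mice. The rise ran through complexes I, III and IV and the ATP synthase. Of the 76 nuclear genes of oxidative phosphorylation 63 rose and 1, the complex I gene Ndufs1, fell (-0.09, adjusted p = 0.0396) (63 higher and 1 lower when adjusted over the list alone). Ndufs1 was picked out after its values were seen, and its fall was called in 7 of 16 alternatives set beforehand and turned to 0.030 with the length and GC trend removed and 0.006 with the slope on transcript length as a covariate. Ndufa1, a small subunit of complex I on chromosome X from 37187588 to 37191238, rose from 38.6 ± 4.0 FPKM in db/db to 60.0 ± 8.2 FPKM in db/db-IF mice (SD, n = 10 each), a log2 fold change of 0.62 (standard error 0.07, adjusted p = 1.3e-07). Ndufb9, also of complex I, rose from 121 ± 13.2 to 188 ± 25.0 FPKM, with a log2 fold change of 0.62 (standard error 0.07), and Ndufa6 had 0.50 (standard error 0.06). Cox6c, a subunit of cytochrome oxidase, rose from 645 ± 67.4 to 929 ± 78.0 FPKM, a log2 fold change of 0.53 (standard error 0.06). For these 4 genes every db/db-IF mouse was above every db/db and db/m mouse. In complex I 30 of 36 genes rose, in complex III 7 of 9, in complex IV 12 of 12 and in the ATP synthase 12 of 15, the same counts as when adjusted over the list alone. Their median log2 fold changes were 0.34, 0.38, 0.38 and 0.26. In complex III the small subunits Uqcr11 (0.67, standard error 0.08) and Uqcrh (0.45) rose, in complex IV Ndufa4 (0.34) and Cox4i1 (0.39), and in the ATP synthase Atp5k (0.64, standard error 0.08) and Atp5e (0.58). The set test gave the whole list an adjusted p of 7.1e-20, and complexes I, III and IV and the ATP synthase 1.2e-13, 7.5e-04, 2.1e-07 and 2.3e-05. With an estimated correlation all 5 had an adjusted p of 0.34. The genes have a median transcript length of 1186 bases, against 3352 for the tested loci with a known length. Length was that of the longest annotated transcript of a gene, and it was known for 68 of the 76 genes and for 12482 loci. Within each group the mean of the 76 genes followed the slope of the mice on transcript length, which was measured on other genes. Pearson's r was -0.92 in db/m mice (permutation p = 1.5e-04, adjusted over 3 relations 4.5e-04), -0.946 in db/db mice (p = 5.0e-04, adjusted 7.5e-04) and -0.923 in db/db-IF mice (p = 1.0e-03, adjusted 1.0e-03). Spearman's rho was -0.918, -0.867 and -0.794 (permutation p = 1.3e-04, 0.0021 and 0.0089), and r without the 2 mice farthest from the median slope was -0.842, -0.841 and -0.70. With this slope as a covariate the median log2 fold change of the list was 0.04 (adjusted p = 0.33 from camera). From the enrichment of this pathway among the genes of DEG-groups 1 and 4, the paper states that IF elevated genes of oxidative phosphorylation by raising mitochondrial gene expression. It also reports that mitochondrial and metabolic genes were raised by IF in qPCR, and that the ratio of mitochondrial to nuclear DNA increased. Those measurements are separate from the sequencing and were not examined here. Among the mice of 1 group, db/db-IF mouse 7 had by far the highest value of Cox4i1.

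**Figure D1:**
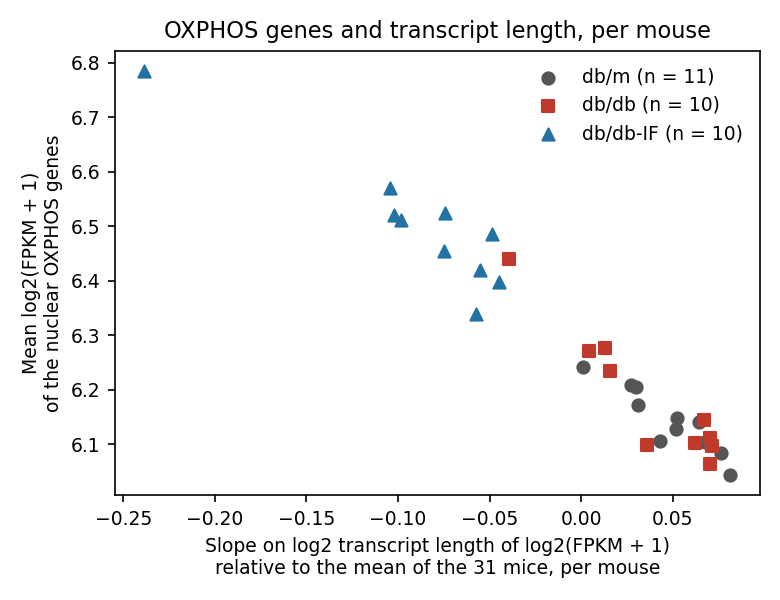
Mean log2(FPKM + 1) of the nuclear genes of oxidative phosphorylation (vertical axis) against the slope of each mouse on log2 transcript length (horizontal axis), with 1 point per mouse. Points fall along 1 line in the 3 groups, and the db/db-IF mice lie at slopes from -0.2385 to -0.0449, under those of all other mice.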

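In db/db mice compared with db/m mice, the nuclear genes of oxidative phosphorylation showed few differences, and those that passed the test were higher. Mitochondrial DNA genes pointed the other way. Of 76 genes 3 were higher and the other 73 did not pass (2 higher when adjusted over the list alone, and 14 higher and 1 lower at an unadjusted p under 0.05). These were the complex III core gene Uqcrc2, at 0.14 (standard error 0.03, adjusted p = 0.011), and the complex I genes Ndufs3, at 0.18 (standard error 0.05, adjusted p = 0.029), and Ndufc2, at 0.15 (standard error 0.05, adjusted p = 0.044), the last called in 8 of 16 alternatives set beforehand. Uqcrc2 was expressed at 102 ± 5.1 FPKM in db/m (SD, n = 11) and 113 ± 5.3 FPKM in db/db mice (SD, n = 10). A linear model with a library-size term called 4 higher over all loci (14 higher and 3 lower unadjusted). The list's median log2 fold change was 0.04, and the set test placed it upward with an adjusted p of 0.018, and an adjusted p of 0.84 with an estimated correlation. Ndufa1 and Cox6c, which rose with IF, had log2 fold changes of -0.06 (adjusted p = 0.68) and 0.01 (adjusted p = 0.92) between db/db and db/m mice. The locus of COX1, ND4 and ND4L was lower in db/db than in db/m mice, with a log2 fold change of -0.21 (standard error 0.06, adjusted p = 0.032), and the other 7 loci did not pass (2 lower when adjusted over the list alone). CYTB had -0.18 (standard error 0.06, adjusted p = 0.0804) and COX2 -0.12 (adjusted p = 0.295), and neither passed. For this list the adjusted p from camera was 0.0104, and the adjusted p was 0.67 with an estimated correlation. With the slope on transcript length as a covariate its median was -0.16 (adjusted p = 0.0012 from camera), and that of the nuclear list was 0.01 (adjusted p = 0.28). With the Q20 of each library as a covariate the median of the nuclear list was -0.005. The call at the COX1 locus ended when any of 8 single mice was left out, 5 of them db/m and 3 db/db mice, and with no filter, equal medians, quantile normalization, a term for the replicate numbers, either read-quality set alone or an adjusted p under 0.01.

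**Figure D2:**
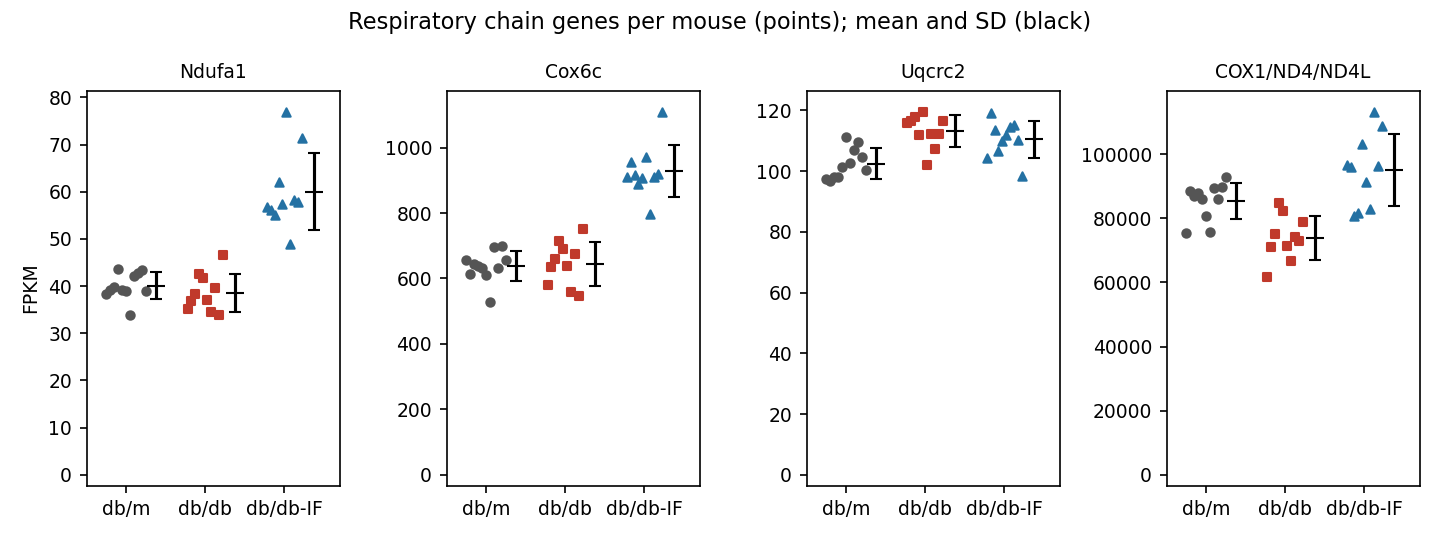
FPKM of Ndufa1, Cox6c, Uqcrc2 and the locus of COX1, ND4 and ND4L (vertical axes) in db/m, db/db and db/db-IF mice, with 1 point per mouse and the mean and SD in black. Ndufa1 and Cox6c are separated between db/db-IF and the other mice, Uqcrc2 is lowest in db/m mice, and the mitochondrial DNA locus is lowest in db/db mice.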

The KEGG analysis of these genes were also indicated that IF treatment improved energy metabolism-related genes expressions in OXPHOS that were downregulated in db/db mice (Supplementary Fig. 3B).

**Fig. 3:**
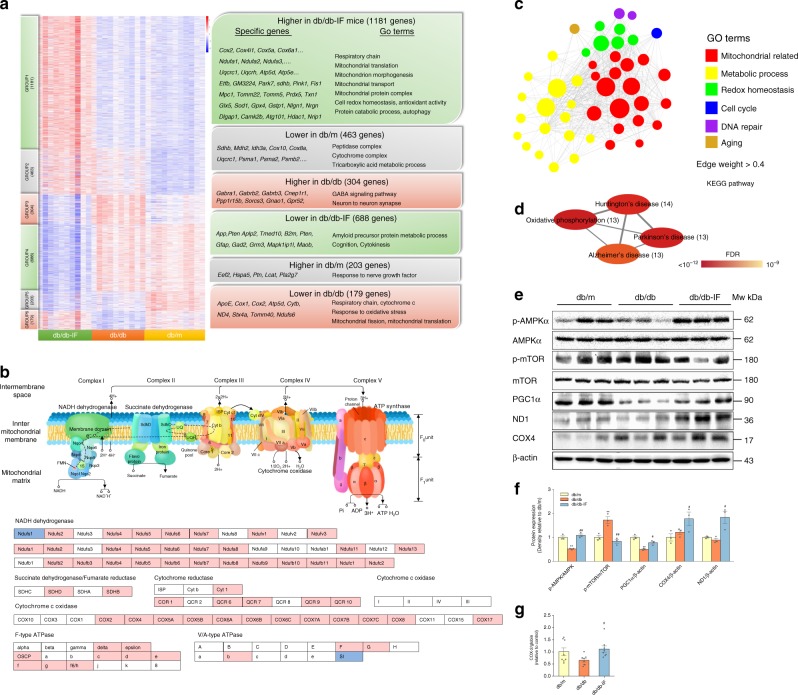
Intermittent fasting improved energy metabolism and mitochondrial biogenesis in the hippocampus. **a** Heatmap displaying 2503 differentially expressed genes in the hippocampus among db/m, db/db, and db/db-IF groups (*n* = 11, 9, 11 mice in each group, respectively) that were clustered into six distinct gene groups through DEG analysis using Ballgown software (FDR-*p* < 0.05). Enriched GO terms (FDR-*p* < 0.05) and representative genes are shown on the right for each cluster. The *p*-values of GO terms were determined on the WebGestalt website; **b** KEGG of oxidative phosphorylation (FDR-*p* < 0.05) of group 1 (1181) and group 4 (688) genes based on DEG analysis. Pink represents upregulation during Intermittent fasting. Blue represents downregulation during Intermittent fasting. **c** Network and GO annotation of 49 brown-module hub genes (upregulated when intermittent fasting, r[ME and gene] > 0.8, r[trait and gene] > 0.85, FDR-*p* < 0.01) in WGCNA analysis (edge weights > 0.4). The *p*-values of GO terms were determined on the WebGestalt website; **d** KEGG analysis (FDR-*p* < 0.05) of the brown-module hub genes in the WGCNA analysis. The *p*-values of KEGG analysis were determined on the WebGestalt website; **e**, **f** Western blots of mTOR/AMPK/PGC1α signaling (*n* = 3 mice per group); **g** mitochondrial DNA levels in brain tissue (*n* = 8 mice per group). Data of **f**, **g** presented as mean ± SEM. *p < 0.05, **p < 0.01, compared with the db/m group, ^#^*p* < 0.05, ^##^*p* < 0.01 compared with the db/db group. Significant differences in **d**, **g** between mean values were determined by one-way ANOVA with Tukey’s multiple comparisons test. The boxplot elements are defined as following: center line, median; box limits, upper and lower quartiles; whiskers, 1.5 × interquartile range. See also Supplementary Fig. 3 and Supplementary Data 1–5. Source data are provided as a Source Data file.

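Among the genes that set db/m mice apart from db/db and db/db-IF mice combined, Etnppl, Rtp1 and Plin4 were lower in db/m mice, and Hspa5 and Ptn were higher. Some of the genes described here also differed between db/db and db/m mice. Etnppl, which degrades phosphoethanolamine, was expressed at 1.12 ± 0.89 FPKM in db/m (SD, n = 11), 3.77 ± 1.2 FPKM in db/db and 6.75 ± 2.7 FPKM in db/db-IF mice (SD, n = 10 each), and was lower in db/m mice by a log2 fold change of -1.56 (standard error 0.19, adjusted p = 2.6e-06). Rtp1, which carries odorant receptors to the cell surface, lies on chromosome 16 from 23429133 to 23433960 and had a log2 fold change of -1.18 (standard error 0.13, adjusted p = 9.3e-07). Both were also higher in db/db than in db/m mice, at 1.22 (adjusted p = 1.6e-04) and 0.90 (adjusted p = 4.0e-05). Plin4 (-1.17), Ppm1l (-1.03) and, at loci beyond the first, Nlgn1 (-1.16), Cds2 (-0.89), Tmem131 (-0.89), Camk2b (-0.86) and Kcnd3 (-0.85) were also among the 10 largest falls in db/m mice. The 10 largest rises in db/m mice were those of the synaptic vesicle gene Sv2c (2.60), Cldn12 (2.48), the glycolytic enzyme gene Gapdh (1.99), the potassium channel gene Kcnj6 (1.93), Anks1 (1.92), the acetylcholine receptor gene Chrna7 (1.65), the stress sensor gene Atf6 (1.64), the calsyntenin gene Clstn2 (1.55), Alcam (1.51) and Gnl1 (1.51). In part they are the falls of db/db-IF mice, as all 10 were lower in db/db-IF than in db/m mice and only Sv2c passed the test between db/db and db/m mice, and the loci of Sv2c, Anks1, Atf6, Clstn2, Alcam and Gnl1 were split in db/db-IF mice. The Sv2c and Gnl1 loci carry a small part of their genes. In the db/db-IF mice above the gap they had means of 14.1 and 9.2 FPKM, against 103 and 243 FPKM at the other loci of these genes. Of 17 alternatives set beforehand, Atf6 was called in 8 and the Kcnd3 locus in 7. Gapdh was expressed at 64.4 ± 38.6 FPKM in db/m mice (SD, n = 11) and 29.9 ± 45.4 FPKM in db/db mice (SD, n = 10), so that in db/db mice its spread exceeded its mean. Of the genes Fig. 3a names as lower in db/m mice, 8 of 9 were lower, among them the proteasome gene Psmb2 (-0.26, adjusted p = 2.4e-04), the citric acid cycle gene Mdh2 (-0.18, adjusted p = 0.0032) and the cytochrome oxidase gene Cox8a (-0.30, adjusted p = 0.0049), while Idh3a had -0.07 (adjusted p = 0.23). All 5 that it names as higher in db/m mice were higher, with the endoplasmic reticulum chaperone Hspa5 at 0.32 (adjusted p = 0.0012), the growth factor Ptn at 0.30 (adjusted p = 0.0018) and the elongation factor Eef2 at 0.19 (adjusted p = 0.00804). Of those it names as higher in db/db mice, all 8 tested loci were higher than in the other mice combined and 3, Cnep1r1, Sorcs3 and Gnao1, were higher than in db/m mice. The list includes the GABA receptor gene Gabrb2 (0.43, adjusted p = 0.015), the phosphatase regulator Cnep1r1 (0.25, adjusted p = 0.0014) and the G protein subunit Gnao1 (0.19, adjusted p = 0.0052). The study chose these genes on the same mice, so their directions are not independent evidence. Over all tested loci 1876 were higher and 2177 lower in db/m mice, and with the slope on transcript length as a covariate 588 were higher and 889 lower. Compared with the rest of its group, db/db-IF mouse 7 had by far the lowest value of Plin4, Cnep1r1 and Ptn, db/db mouse 2 had by far the lowest value of Chrna7 and Ptn, db/db mouse 6 had by far the lowest value of Alcam, db/db mouse 9 had by far the lowest value of Anks1, db/db mouse 1 had by far the highest value of Kcnj6 and db/db-IF mouse 7 had by far the highest value of Cox8a.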

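Genes of GABA synthesis and GABA receptors, and marker genes of oligodendrocyte precursors and of vessels, were lower in the hippocampus of db/db-IF mice than in the other mice combined. Some scaffold and receptor genes of glutamate synapses were also lower than in db/db mice. Of 20 genes of GABA synthesis and GABA receptors 14 fell and 1, the receptor gene Gabrb1, rose (0.59, adjusted p = 1.8e-06) (1 higher and 15 lower when adjusted over the list alone). Gad2, which makes GABA and shares its locus with a microRNA, fell from 209.8 ± 26.2 FPKM in db/db to 132 ± 27.3 FPKM in db/db-IF mice (SD, n = 10 each), a log2 fold change against the other mice of -0.68 (standard error 0.09, adjusted p = 2.8e-07). The receptor gene Gabbr2 (-1.08) fell as well. Of 8 markers of oligodendrocyte precursors 6 fell and the other 2 did not pass the test (7 lower when adjusted over the list alone). Pdgfra, the growth factor receptor of these cells, fell by 0.73 (standard error 0.07) on the log2 scale, and the transcription factor Olig2 (-0.65), the sialidase Neu4 (-0.45) and the receptor Gpr17 (-0.55) fell too. The mean of the precursor list was already below that of db/m mice in 10 of 10 db/db mice. Neu4 and Gpr17 also passed as lower in db/db than in db/m mice. For these markers the comparison with the combined mice thus also holds a difference between db/db and db/m mice. Of 12 markers of endothelial cells and pericytes 8 fell and the other 4 did not pass (8 lower when adjusted over the list alone), with the pericyte gene Rgs5 at -0.48 (standard error 0.06), the angiopoietin receptor Tek at -0.44, the cadherin Cdh5 at -0.31 and the drug transporter Abcb1a at -0.39. Against db/db mice, 13 of 27 genes of postsynaptic scaffolds and glutamate receptors fell, among them the kinase Camk2a (-0.46, adjusted p = 2.3e-06), the scaffolds Homer2 (-0.39, adjusted p = 2.8e-06) and Homer1 (-0.60, adjusted p = 2.1e-05) and the AMPA receptor gene Gria3 (-0.59, adjusted p = 1.1e-05) (3 higher and 13 lower when adjusted over the list alone). In the same list the adhesion gene Nlgn1 (0.68) and the NMDA receptor genes Grin2a (0.46) and Grin2b (0.72), picked out after their values were seen, rose. The falls were not particular to these cells, as 6 of 12 astrocyte genes and some genes of excitatory neurons, interneurons, oligodendrocytes and microglia were lower too, while 4 of 5 blood loci, those of alpha and beta haemoglobin, Alas2 and Bpgm, were higher. In the set test the adjusted p was 0.0042 for the GABA and precursor lists, 0.024 for the vessel list and 0.028 for the postsynaptic list. With an estimated correlation the adjusted p was 0.28 for the first 2, 0.51 for vessels and 0.34 for the postsynaptic list. With the slope on transcript length as a covariate camera's adjusted p was 0.081 for GABA (median -0.17), 2.1e-06 for precursors (median -0.31), 0.00897 for vessels (median -0.19) and 0.042 for the postsynaptic list (median -0.12). Of the genes Fig. 3a names as lower with IF 9 of 10 were lower, a choice made on these mice and not independent evidence. The amyloid precursor App (-0.41, adjusted p = 3.6e-06) and its relative Aplp2 (-0.42, adjusted p = 1.1e-07), the secretory carrier Tmed10 (-0.44, adjusted p = 4.8e-09) and the glutamate receptor Grm3 (-0.87, adjusted p = 3.1e-07) were among them, and the astrocyte filament gene Gfap had -0.14 (adjusted p = 0.15). Over all tested loci 5294 were lower (5727 at an unadjusted p under 0.05), and with the slope as a covariate 27 were. Within the group, db/db-IF mouse 7 had by far the lowest value of Abcb1a, Aplp2 and Gria3 and db/db mouse 1 had by far the highest value of Tek and Grm3.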

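Several of the largest falls in db/db-IF mice, Alcam and the second locus of Auts2 among them, were at loci that were nearly absent from some mice and well expressed in others. Of the 100 largest falls 45 were at loci split in this way within the db/db-IF group. Cldn12, a claudin of cell junctions, had a log2 fold change of -3.12 (standard error 0.64, adjusted p = 1.2e-04), at 57.0 ± 13.3 FPKM in db/m (SD, n = 11), 39.9 ± 29.5 FPKM in db/db and 11.3 ± 20.4 FPKM in db/db-IF mice (SD, n = 10 each). Chrna7, a nicotinic acetylcholine receptor, lies on chromosome 7 from 63098692 to 63212526 and fell from 18.5 ± 5.7 to 3.03 ± 5.2 FPKM, a log2 fold change of -2.98 (standard error 0.33, adjusted p = 2.3e-08). Alcam, an adhesion molecule of axons, fell from 106 ± 20.1 to 31.0 ± 38.3 FPKM, a log2 fold change of -2.78 (standard error 0.37, adjusted p = 3.8e-07). Auts2, a nuclear regulator of neuron development, had at its second locus -2.35 (standard error 0.61), with 14.9 ± 15.6 FPKM in db/db-IF mice (SD, n = 10). The ankyrin repeat adaptor Anks1 had a log2 fold change of -2.77, the synaptic vesicle protein Sv2c -2.22 at a locus beyond the first, the actin-binding Mical3 -2.21, the membrane ATPase Atad1 -2.15, the cadherin Celsr3 -2.07 and the kinase Stk38l -2.04. Of these 10 named genes 8 were split loci in at least 1 group, and of the 140 loci that were more than 2-fold lower 60 were. Of the 57 loci that were more than 2-fold higher 2 were split. Within their groups, db/db mouse 2 had by far the lowest value of Chrna7, db/db mouse 6 had by far the lowest value of Alcam, db/db mouse 9 had by far the lowest value of Anks1, db/db mouse 5 had by far the lowest value of Auts2 and db/db mouse 4 had by far the lowest value of Mical3.

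**Figure D3:**
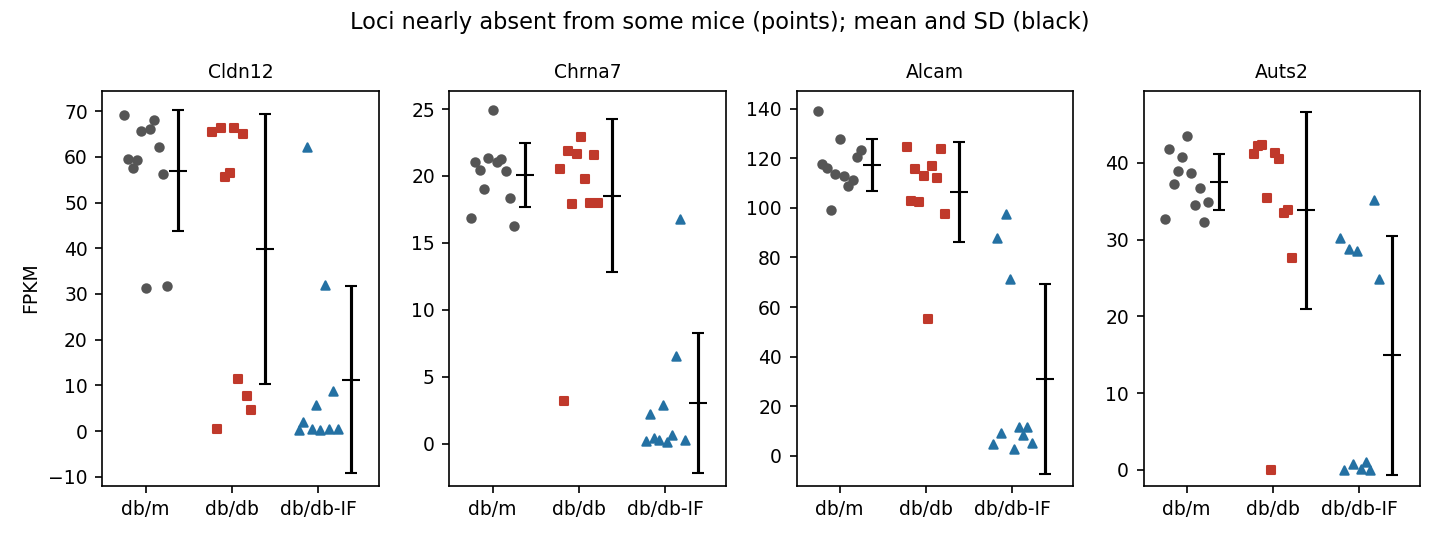
FPKM of Cldn12, Chrna7, Alcam and the second locus of Auts2 (vertical axes) in db/m, db/db and db/db-IF mice, with 1 point per mouse and the mean and SD in black. The db/db-IF mice are spread between low values and the level of the other mice, and some db/db mice lie below the rest of their group.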

To identify the biological networks affected by IF regimens, we performed a weighted gene co-expression network analysis (WGCNA) using all 27,094 genes in 31 samples, and 5 modules were identified that contained functionally and biologically linked genes (Supplementary Fig. 3C). 

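The hub genes named by the study, among them genes of the respiratory chain, moved together over the 31 mice and were separated between db/db-IF and the other mice. The first principal component of the 44 tested hub genes held 89.3% of their variance. Its correlation with fasting, coded 1 for db/db-IF mice and 0 for the others, was 0.923 (Pearson's r, permutation p = 1e-05, the smallest that the permutations can give), with a Spearman's rho of 0.810 (permutation p = 1e-05). Because fasting takes only these 2 values, r describes the distance between the groups. Without the 2 mice farthest from the median r was 0.936, and as this is 1 relation its p was not adjusted. It was 0.975 within the first read-quality set (n = 16, permutation p = 2.2e-04, rho 0.804) and 0.887 within the second (n = 15, permutation p = 3.8e-04, rho 0.818). The genes were chosen on these mice for this correlation, so it is not independent evidence. Within each group the component also followed the slope of the mice on transcript length. Pearson's r was -0.902, -0.902 and -0.895 in db/m (n = 11), db/db (n = 10) and db/db-IF mice (n = 10), with permutation p = 2.0e-04, 9.0e-04 and 7.0e-05 (adjusted over 3 relations 3.0e-04, 9.0e-04 and 2.1e-04). Spearman's rho was -0.891, -0.721 and -0.867 (permutation p = 5.5e-04, 0.024 and 0.0022), and r without the 2 mice farthest from the median slope was -0.773, -0.845 and -0.691. Over all tested loci 216 had an r above 0.85 with fasting and 125 an r under -0.85. The network itself was not computed again.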

Of note, the “MEbrown” module was highly positively correlated with the IF regimen (*r* = 0.892, *p* = 2e-11) (Supplementary Fig. 3D), which consisted of 1044 genes (88.40%) identified using DEG (Supplementary Fig. 3E). 

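Among the named hub genes, Cdk5rap3, a binding protein of the neuronal kinase CDK5, Nt5c, a nucleotidase, and Wnk3, a kinase that regulates chloride transport, followed fasting most closely. Pearson's r of log2(FPKM + 1) with fasting was 0.919 for Cdk5rap3, 0.912 for Nt5c, 0.91 for Wnk3 and 0.902 for the prostaglandin synthase gene Fam213b. Of the respiratory chain genes Cox6c had 0.901, Ndufa6 0.898 and Ndufb9 0.897. Every db/db-IF mouse was above every other mouse for these 7 genes, which gives each the same Spearman's rho of 0.810. For each of the 7 the permutation p was 1e-05, the smallest that the permutations can give, for r and for rho, and at most 1.0e-05 after adjustment over the 44 tested genes. Without the 2 mice farthest from the median their r lay between 0.884 and 0.927, within the first read-quality set between 0.926 and 0.970 and within the second between 0.850 and 0.906. The sources name 48 hub genes, of which 44 were tested, and 40 of these had an r above 0.85, with a median of 0.874. The other 4 were Dag1, the dystroglycan gene, at -0.744, the locus of the kinase Bckdk and of Kat8 at 0.814, the mitochondrial tRNA synthetase gene Sars2 at 0.841 and the complex I gene Ndufa3 at 0.846, all 4 among the genes the study names. The paper's rule for hub genes was a correlation above 0.85, which these 4 loci did not meet here, Dag1 by its sign as well. Chtf18, a gene of sister chromatid cohesion, at 1.10 ± 0.13 FPKM in db/db-IF mice, and the germ cell gene Nanos3, at 0.246 ± 0.043 FPKM (SD, n = 10 each), were too weakly expressed to be tested. These correlations describe genes that the study selected by the same measure on the same mice.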

We identified 49 hub genes (FDR-*p* < 0.01) with high inter-connectivity and intra-connectivity in the module (Supplementary Fig. 3E). 

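The hub genes include subunits and assembly factors of the respiratory chain and genes of DNA repair, and 43 of the 44 tested were higher in db/db-IF mice than in the others. The study selected them on these mice, so the count is not independent evidence. All 13 hub genes that the study places in oxidative phosphorylation rose, with a median log2 fold change of 0.54. Of complex I, Ndufa2 had a log2 fold change of 0.67 (standard error 0.07, adjusted p = 9.3e-09), Ndufa13 0.54, Ndufb3 0.34 and Ndufb10 0.33. Of complex III, Uqcr10 rose from 256 ± 26.4 to 359 ± 46.4 FPKM (SD, n = 10 each) and had 0.49 (standard error 0.06) against the other mice. The assembly factor genes Surf1 and Cox14 of cytochrome oxidase had 0.34 and 0.38. The redox gene Glrx5, which serves iron-sulfur cluster assembly, had 0.37 (adjusted p = 4.4e-08). Outside mitochondria, the ubiquitin-binding Ubxn1 had 0.33 (adjusted p = 1.7e-08), the DNA repair genes Xrcc1 and Mus81 had 0.32 and 0.30, the orphan receptor gene Gpr3 had 0.70 (adjusted p = 1.0e-08) and the phosphorylase kinase gene Phka2 had 0.59 (adjusted p = 1.5e-08). Dag1, which anchors cells to the extracellular matrix, was the 1 named hub gene that fell, from 6.41 ± 0.68 to 5.23 ± 0.61 FPKM (SD, n = 10 each), a log2 fold change of -0.30 (standard error 0.05, adjusted p = 1.3e-05). The paper describes its hub genes as raised by IF, so this locus conflicts with its rule. Whether the name or the locus is mismatched was not determined. Once the slope on transcript length was a covariate, 1 of all 76 nuclear genes of oxidative phosphorylation, Cox6c, was still higher in db/db-IF mice, and of the genes named above only Phka2 passed the test. Between db/db and db/m mice the hub genes had a median log2 fold change of 0.01, and 1 of them, Tmem52, passed the test (0.25, adjusted p = 0.044). Among the mice of 1 group, db/db-IF mouse 7 had by far the highest value of Ndufb10, Surf1, Tmem52 and Ubxn1 and db/db mouse 10 had by far the highest value of Ndufa2 and Ndufb10.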

Importantly, the majority of identified hub genes were enriched in the mitochondria and metabolism-related GO terms, and KEGG pathways of oxidative phosphorylation, Huntington’s disease, AD, Parkinson’s disease (Fig. 3c, d; Supplementary Data 5).

Consistent with the results from the RNA-sequencing analysis, the qPCR analysis confirmed that the mitochondrial and metabolic genes expressed were upregulated by IF in db/db mice (Supplementary Fig. 3F). As an indicator of mitochondrial biogenesis, the mtDNA/nDNA ratio in the hippocampus was increased by IF in db/db mice (Fig. 3g) (ANOVA with Tukey’s test, *p* < 0.01), suggesting that the upregulated mitochondrial genes were likely a consequence of increased mitochondria mass.

We then sought to examine PGC1α and AMPK/mTOR protein expression to uncover the potential underlying mechanism of upregulating mitochondrial biogenesis in the db/db-IF group (Fig. 3e). IF led to a significant increase in the protein expression of PGC1α, the master regulator of mitochondrial biogenesis; this established a strong correlation with mitochondrial-related gene upregulation (Supplementary Fig. 3F). In line with previous studies, IF increased the activation of AMPK, a kinase mediating cellular energy metabolism sensitive to fasting status (Fig. 3e) and inhibited the phosphorylation of mTOR, a eukaryotic cell nutrient sensor that plays an essential role in regulating mitochondrial quality control and OXPHOS process^28^.

### IF-restructured gut microbiota and microbial metabolites

The integrity of the gut barrier is critical to maintaining gut permeability and preventing endotoxemia, and is also related to diabetes and its complications^21^. It has also been reported that increased endotoxemia from increased gut permeability can increase inflammation, which triggers impaired glucose tolerance^29^. We thus investigated the effects of IF on gut barrier integrity, by assessing the villi length, the thickness of the muscularis, and the numbers of goblet cells. The results showed that IF increased the villi length and the muscularis thickness in diabetic mice, but had no influence on the numbers of goblet cell (Supplementary Fig. 4A–D). Moreover, the permeability of the colon was assessed with a use of Ussing Chamber, and we observed that IF prevented gut leakage accompanied with a decline in plasma LPS levels (Supplementary Fig. 4G, H) (ANOVA with Tukey’s test, *p* < 0.01). The expression of claudin-1, a tight-junction protein in gut barrier^30^, was also elevated in db/db-IF colon tissue (Supplementary Fig. 4A, E, F), in line with the intestinal permeability alteration.

Gut microbiota composition was determined from fecal samples of the respective mice on day 0 (baseline level) and day 28 using bacterial 16S rRNA gene v3–v4 amplicon sequencing. Specifically, the microbiome alpha diversity significantly increased after a 28-day IF treatment even though the total number of OTUs remained at the same level initially (Fig. 4a) (Kruskal–Wallis, *p* < 0.05). The unweighted Unifrac distance of the db/db-IF mice on the day 28 was different from other groups, which indicates that the IF regimen changed β-diversity in the meantime (Fig. 4b) (*p* < 0.05). Considering time as a background effect, different diets and murine genotype were major factors in the shaping of gut microbiome and explained 5.9% and 7.7% of the total variance, respectively (Fig. 4c). IF treatment did not totally overturn the influence of diabetes with decreased relative abundance of *Allobaculum* and *Bifidobacterium* in both db/db mice (Fig. 4d). However, IF treatment improved *Lactobacillus* and butyrate-producing *Odoribacter* while decreased *Enterococcus*, *Streptococcus*, and unknown Enterococcaceae (Fig. 4d; Supplementary Data 6) (ANCOM, *p* < 0.05). Compared with the db/db group, bacteria from *Candidatus Arthromitus*, *Rummeliibacillus*, unknown Enterococcaceae, and Leuconostocaceae were lower in both db/m and db/db-IF groups (Fig. 4d).

**Fig. 4:**
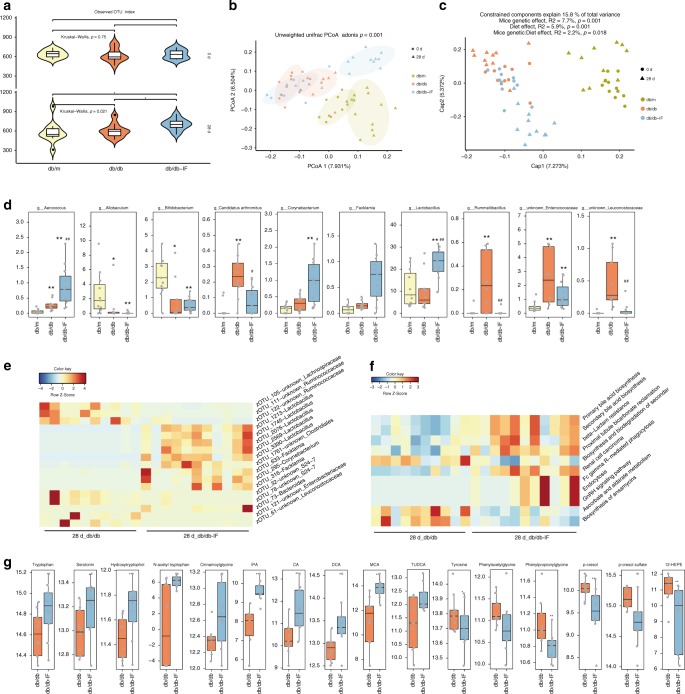
Gut microbiome and plasma metabolome analysis of intermittent fasting-treated db/db mice. **a** Total number of observed OTUs in db/m, db/db, and db/db-IF (*n* = 11, 10, 11 mice in each group, respectively). Significant differences between day 0 and day 28 were tested by Kruskal-Wallis test. Significant differences between treatment groups were tested by Wilcoxon rank-sum test (*p < 0.05). **b** Principal coordinate analysis (PCoA) based on unweighted Unifrac distance and permutational manova (adonis) were used to test the difference in gut microbiota composition and diversity between groups (the colored ellipse denotes an 80% confidence within each group. **c** Constrained analysis of principal coordinate (CAP) of diet and mice gene type was performed on cumulative sum scaling (CSS) normalized Bray Curtis distance after the removing time effect. The permutational ANOVA-like test for constrained respondence analysis (ANOVA.CCA) was applied to examine the influence of diet and mice gene type on the matrix. **d** Relative abundance of different genera was identified by an analysis of composition of microbiome (ANCOM) on day 28 (FDR-*p* < 0.05). Wilcoxon rank-sum test was adopted for comparisons between groups (*p < 0.05, **p < 0.01, compared with the db/dm group, ^#^*p* < 0.05, ^##^*p* < 0.01 compared with the db/db group). **e** A Z-score scaled heatmap of different zOTUs identified by ANCOM between db/db-IF and db/db on day 28 with FDR-*p* < 0.05. **f** A Z-score scaled heatmap of different pathways identified by an extraction of differential gene expression (Edge) between db/db-IF and db/db on day 28 with FDR-*p* < 0.1. **g** The difference in microbial metabolites in db/db and db/db-IF mice (*n* = 10 mice per group). Microbial metabolites that were up/downregulated after IF treatment. Differences were examined by Wilcoxon rank-sum test (*p < 0.05, **p < 0.01). IPA 3-indolepropionic acid, CA cholic acid, DCA deoxycholic acid, MCA muricholic acid, TUDCA tauroursodeoxycholic acid, 12-HEPE 12-hydroxyeicosapentaenoic acid. The boxplot elements are defined as following: center line, median; box limits, upper and lower quartiles; whiskers, 1.5 × interquartile range. See also Supplementary Figs. 4–6 and Supplementary Data 6–9. Source data are provided as a Source Data file.

Moreover, the identified IF-related genera were correlated with the obesity and cognition-associated blood glucose and bodyweight. Specifically, *Candidatus Arthromitus* and an unknown Leucostocaceae genera were positively correlated with blood glucose (Pearson’s coefficient = 0.52 and 0.72, respectively, *p* < 0.05). An unknown Enterococcaceae genera was positively correlated with bodyweight (Pearson’s coefficient = 0.59, *p* < 0.05) (Supplementary Fig. 5B, Supplementary Data 7).

Considering the mice gene-type effect, we evaluated the microbiota composition of the db/db mice and the db/db-IF group on day 28. We found that a total of 17 zOTUs affected by IF, 5 of which belonged to *Lactobacillus* (Fig. 4e). Meanwhile, a PICRUSt analysis revealed 11 differently abundant KEGG gene pathways (FDR-*p* < 0.1). Among them, the primary and secondary bile acid biosynthesis were abundant in the db/db-IF group (Fig. 4f; Supplementary Data 8).

IF treatment demonstrated a great impact on gut microbiota, raising our interest in investigating whether and how, it could affect circulating microbial metabolites, whose levels were primarily modulated by the gut microbiota. This investigation could provide novel insights into the mechanism underlying the observed benefits of IF treatment on host metabolism. Overall, the untargeted metabolite profiling of plasma samples revealed marked changes in numerous metabolites after 28 days of IF treatment in db/db mice (Supplementary Fig. 5C, D). The number of metabolite features that differed between treatments were 540 and 491 out of 5604 and 5230 in a data set collected from the reverse-phase chromatography positive (RP +) and negative polarity (RP−), respectively (Supplementary Fig. 5E, F) (FDR-*p* < 0.05). Specific emphasis was placed on an a priori defined subset of 23 microbial metabolites whose levels were primarily modulated by the abundance of gut microbiota (Supplementary Data 9) to demonstrate a direct link between IF treatment, gut microbiota, and metabolome^12^. Among these metabolites, IF increased plasma levels of 5-HT, tryptophan, p-hydroxyphenyl acetic acid, N-acetyl tryptophan, cinnamoylglycine, IPA, and bile acids, e.g., cholic acid (CA), deoxycholic acid (DCA), muricholic acid (MCA), and TUDCA compared with ad libitum fed db/db mice (Wilcoxon rank-sum test, *p* < 0.05). In contrast, tyrosine, phenylacetylglycine, phenylpropionylglycine, p-cresol, and p-cresol sulfate, as well as 12-hydroxyeicosapentaenoic acid (12-HEPE) were lower in the db/db-IF group than the db/db group (Fig. 4g) (Wilcoxon rank-sum test, *p* < 0.05).

In addition, we also analyzed concentrations of short-chain fatty acids (SCFAs) in fecal samples, which have shown to protect gut barrier function and regulate insulin sensitivity^31,32^. After the 28-day treatment, IF improved levels of acetate, propionate, and butyrate in db/db mice (Supplementary Fig. 4I–K) (ANOVA with Tukey’s test, *p* < 0.05). It should be noted that SCFAs concentrations were low in plasma, and thus could not be accurately detected using untargeted metabolomics in the current setting.

### Integrated multi-OMICs analysis on IF regimen

Having identified different omics signatures that were upregulated or downregulated by IF in diabetic mice, the next step was to assess the interplay across gene expressions in the hippocampus (Fig. 3), gut microbiota compositions (Fig. 4), and microbial metabolites (Fig. 4), in relation to the observed impact of IF treatment on cognitive deficiencies in mice (Fig. 2). The multi-OMICs data set was integrated using the data integration analysis for biomarker discovery using a latent component method for OMICs (DIABLO). DIABLO is a multivariate dimension reduction discriminant analysis method designed to identify biologically relevant and highly correlated signatures from various OMICs techniques^33^ (Fig. 5; Supplementary Information).

**Fig. 5:**
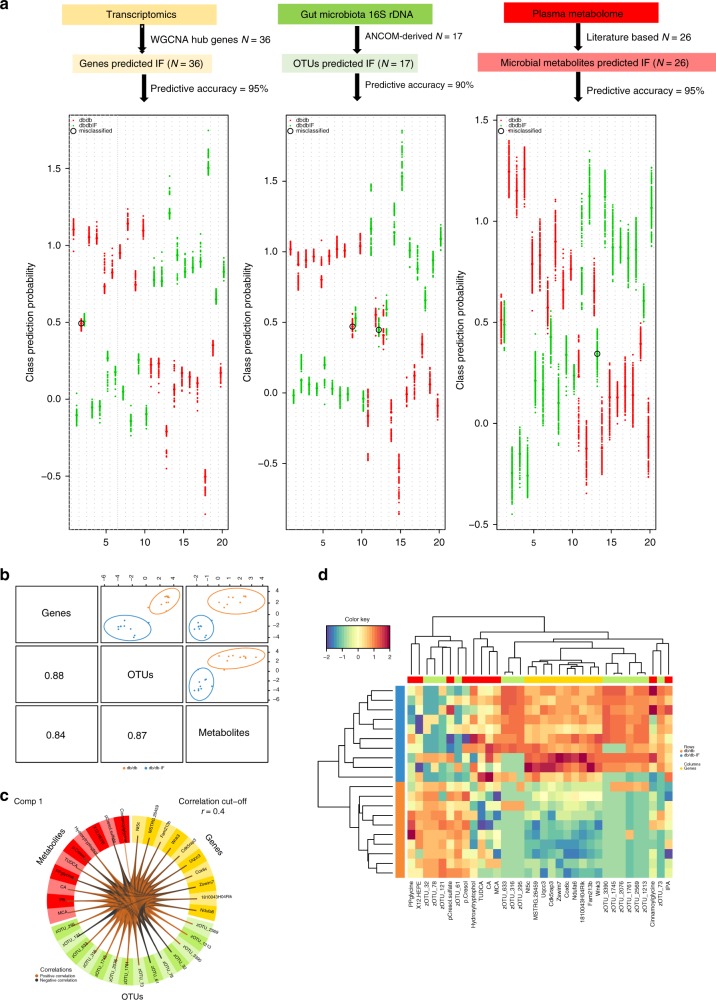
Strategy and model performance of the integrative modeling on multi-OMICS in relation to IF treatment. **a** The performance of predictive models for three OMICs signatures on IF status. OMICs signatures include: 36 IF-upregulated hub genes from the IF-related brown module that was identified using WGCNA; 17 OTUs that were found to be influenced by IF treatment; 26 priori defined sets of microbial metabolites, including 23 plasma metabolites and 3 SCFAs measured in fecal samples. For each OMICs data set, multivariate predictive modeling was conducted using partial least square-discriminant analysis incorporated into a repeated double cross-validation framework (rdcv-PLS). Prediction performance is shown in downstream figures: each swim lane represents one mice sample. For each sample, class probabilities were computed from 200 double cross-validations. Class probabilities are color coded by class and presented per repetition (smaller dots) and averaged over all repetitions (larger dots). Misclassified samples are circled. Predictive accuracy was calculated as a number of correctly predicted samples/total number of measured samples. **b** The model performance of DIABLO integrative modeling on OMICs signatures in relation to IF. The use of DIABLO maximized the correlated information between multiple data sets, i.e., genes, OTUs and metabolites, while optimally identifying in a parsimonious set of key OMICs variables relevant for IF status, i.e., ten key predictors from each of OMICs data sets. Scatter plots depicting the clustering of groups, i.e., db/db and db/db-IF, based on the first component of each data set from the model showed a significant separation between groups. A scatterplot displays the first component in each data set (upper diagonal plot) and Pearson correlation between components (lower diagonal plot). **c** The Circos plot shows the positive (negative) correlation, denoted as brown (gray) lines, between selected multi-OMICs features. **d** A clustered image map (Euclidean distance, complete linkage) of the multi-OMICs signature. Samples are represented in rows, selected features on the first component in columns. See also Supplementary Fig. 7. Source data are provided as a Source Data file. Detailed procedure and R code are provided in the Supplementary Information.

Prior to multi-OMICS integration, we first evaluated whether the IF-upregulated hub genes *n* = 36), the IF-altered OTUs (*n* = 17), the predefined plasma microbial metabolites (*n* = 23), and three fecal SCFAs, i.e., acetate, butyrate, and propionate could predict the IF status of mice in a multivariate manner^12^. Predictive modeling was conducted using a partial least square-discriminant analysis incorporated into a repeated double cross-validation framework (rdCV-PLSDA), which effectively minimized the risk of statistical overfitting^34^. 

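The tested hub genes, Nt5c and Cox6c among them, told db/db-IF from db/db mice in every mouse held out. The genes with the largest weights were Nt5c, with a loading of 0.163, Fam213b with 0.159, and Wnk3 and Cdk5rap3 with 0.158 each. Of the respiratory chain genes Cox6c ranked 8th and Ndufa6 16th among the 44, and Dag1, which is lower with IF, had a loading of -0.119. A partial least squares discriminant model with 1 component was fitted with mixOmics to the scaled log2(FPKM + 1) of the 44 tested hub genes in 10 db/db and 10 db/db-IF mice, with 200 repeats of 7-fold cross-validation. The subset of hub genes in the study's model was not used here, and every tested hub gene was. Each of the 200 repeats placed all 20 mice in the right group, an accuracy of 100%. The 13 hub genes of oxidative phosphorylation alone gave 95%. The hub genes were selected on these same mice, which the cross-validation does not undo.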

A significant separation between db/db and db/db-IF mice was achieved with a predictive accuracy of 100%, 90%, and 95% for hub genes, OTUs, and metabolites, respectively (Fig. 5a). The optimal selected number of latent components was 1 for each of the OMICs data sets. The predictive ability of the constructed models outperformed those of 1000 permuted models, demonstrating the robustness and validity of predictive models in discriminating db/db from db/db-IF using parsimonious sets of OMICs signatures with great generalizability (Student’s *t* test, *p* < 0.05, Supplementary Fig. 6B).

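With the labels of the db/db and db/db-IF mice exchanged at random, the hub genes placed on average 50.3% of mice in the right group, and the most accurate of 1000 permutations reached 90% (permutation p = 0.001, the smallest that they can give). The hub genes were selected with the real labels and kept in every permutation, so this p does not cover their selection. Other genes were then put in the place of Nt5c, Cox6c and the other hub genes. Of 1000 random sets of up to 44 genes, matched to the hub genes on mean expression and scored without repeats, 146 (14.6%) also placed every mouse in the right group. These random sets had a mean accuracy of 93.5%, and the lowest was 80%. The slope of each mouse on transcript length, without any gene of oxidative phosphorylation, placed 95% of mice in the right group. From the gap between the real and the permuted models, the paper concludes that its models separate the 2 groups robustly and generalize well.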

The integrative modeling was then performed on the multi-OMICs signatures, and one latent component comprised ten key predictors from each of OMICs data sets was identified, contributing a great separation between db/db and db/db-IF (Fig. 5b). 

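Of the 10 key predictor genes shown in Fig. 5, 9 could be matched to tested loci, and all 9 were higher in db/db-IF than in db/db mice. Nt5c, which dephosphorylates nucleotides, lies on chromosome 11 from 115490420 to 115492070 and rose from 25.7 ± 1.1 to 36.2 ± 3.1 FPKM (SD, n = 10 each), a log2 fold change of 0.48 (standard error 0.04, adjusted p = 1.5e-08). Fam213b, a prostaglandin synthase, rose from 10.8 ± 1.1 to 16.7 ± 1.9 FPKM, a log2 fold change of 0.59 (standard error 0.06, adjusted p = 6.7e-08). Wnk3, a kinase of ion transport, rose from 52.5 ± 4.4 to 72.2 ± 4.9 FPKM with 0.45 (standard error 0.05). Cdk5rap3 had a log2 fold change of 0.50 (standard error 0.05), Uqcc3, an assembly factor of complex III, 0.42 (standard error 0.05), and the uncharacterized gene 1810043H04Rik 0.48 (standard error 0.05). Zswim7, a gene of homologous recombination, had 0.29 (adjusted p = 2.6e-07), at 1.20 ± 0.15 FPKM in db/db-IF mice (SD, n = 10), near the pseudocount of 1, where fold changes are most understated. Cox6c and Ndufa6, subunits of complexes IV and I, complete the list. Between db/db and db/m mice these genes had a median log2 fold change of -0.005, with Nt5c at -0.09 (adjusted p = 0.23) and Fam213b at -0.06 (adjusted p = 0.63). The study selected them on these mice, so their direction is not independent evidence, and their tests carry no information on the metabolites or bacteria.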

The optimally selected key predictors included several species of gut microbiota, i.e., *Lactobacillus*, *Bacteroides*, and *Facklamia*, microbial cometabolites, i.e., bile acids, IPA, 5-HT, tryptophan, hydroxytryptophol, and indoxyl sulfate, and genes enriched in mitochondrial, ribosomal or metabolic-related GO terms (Fig. 5b, c; Supplementary Fig. 6C). Key predictors were also highly correlated (Fig. 5d).

### Gut microbiota are required for the beneficial effects of IF

To demonstrate the crucial role of gut microbiota in mediating inherent diabetic cognitive deficits, we sought to investigate whether the observed beneficial effects of IF could be affected after removing the gut microbiota in db/db mice.

An antibiotics cocktail treatment was applied to establish the role of the microbiota in the neuroprotection afforded by IF^35^. The mice were administrated with antibiotics in the drinking water starting 14 days before the 4-week IF regimen and throughout the experiment, and the behavioral changes were assessed after 28 days (Supplementary Fig. 8A, B). The antibiotics treatment weakened the weight loss effects of the IF treatment (Fig. 6a) (ANOVA with Tukey’s test, *p* < 0.05). The antibiotics treatment had no impact on the eWAT weight, but enhanced the liver and cecum weight (Supplementary Fig. 8E–G). Both IF and antibiotics treatment reduced food and water intake in db/db mice (Supplementary Fig. 8C, D). However, the administration of antibiotics had no impact on the beneficial effects of IF on insulin resistance (Supplementary Fig. 8H–K). Of note, the cognition improvement assessed using the Morris water-maze test associated with IF was partly abolished by antibiotics treatment, with longer escape times on the 5th day of the test and lower times in the target quadrant on the probe test day (Supplementary Fig. 6B; Fig. 8L, M). Moreover, mitochondrial biogenesis—upregulated in the db/db-IF mice—was abrogated with antibiotics treatment (Fig. 6c). An analysis of PSD (Fig. 6d, e) revealed that the width of PSD—elevated in db/db-IF mice—was reduced by antibiotics treatment (ANOVA with Tukey’s test, *p* < 0.01). These results together indicate that the removal of microbiota partly abolishes the protective effects of IF on cognitive function.

**Fig. 6:**
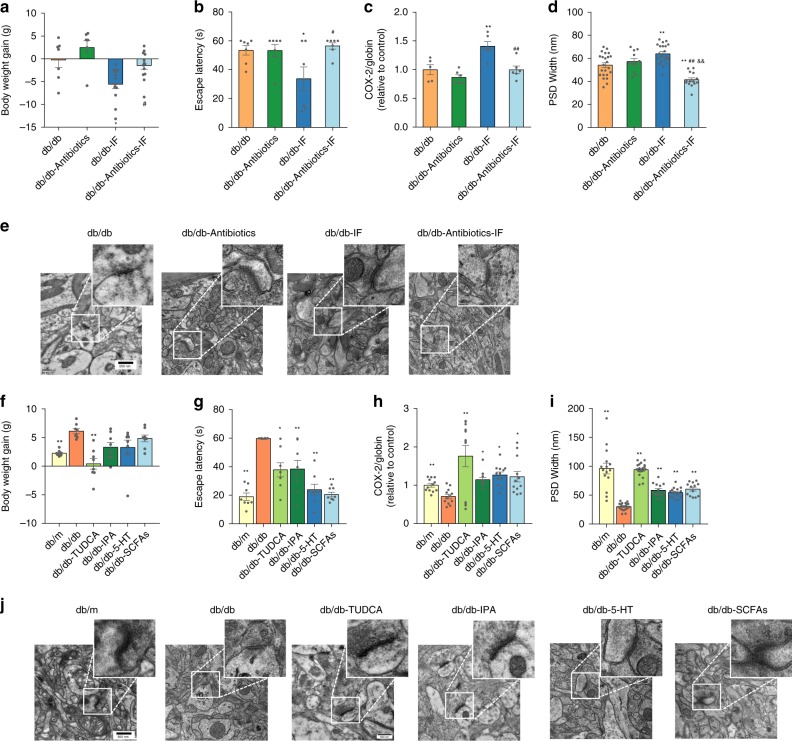
The effects of antibiotics and microbial metabolites on the cognitive functions of IF-treated db/db mice. The mice were administrated with antibiotics in the drinking water starting 14 days before the 4-week IF regimen and throughout the experiment (the detailed antibiotics treatment is as described in “Methods”). **a** Bodyweight gain (g) (*n* = 7 mice and 13 mice in ad libitum feeding and IF regimen groups, respectively). **b** Escape latency (s) in place navigation test (the 5th day). **c** Mitochondrial DNA levels in brain tissue (*n* = 7 mice per group); **d** width of PSD. **e** Representative images of ultrastructure of synapse (*n* = 6 slices per group). Data presented as mean ± SEM. *p < 0.05, **p < 0.01, compared with the db/db group, ^&^*p* < 0.05, ^&&^*p* < 0.01, compared with the db/db- antibiotics group, ^#^*p* < 0.05, ^##^*p* < 0.01 compared with the db/db-IF group. Significant differences between mean values were determined by two-way ANOVA (IF regimen and antibiotics treatment as two factors) with Tukey’s multiple comparisons test. The db/db mice were administrated with IPA, 5-HT, TUDCA, or SCFAs, i.e., acetate, butyrate, and propionate, individually (*n* = 8 mice per group). **f** Bodyweight gain; **g** escape latency (s) in place navigation test (the 5th day) (*n* = 8 mice per group); **h** mitochondrial DNA levels in brain tissue (*n* = 8 mice per group); **i** width of PSD; and **j** representative images of ultrastructure of synapse (*n* = 6 slices per group). Data presented as mean ± SEM. *p < 0.05, **p < 0.01 versus the db/db group. Significant differences between mean values were determined by one-way ANOVA with Tukey’s multiple comparisons test. See also Supplementary Figs. 8–11, Supplementary Data 10. Source data are provided as a Source Data file.

In addition, compared with the db/db-IF group, we found that the removal of gut microbiota by the antibiotics treatment significantly reduced plasma IPA and fecal SCFAs in db/db mice (Supplementary Fig. 9, Supplementary Data 10) (ANOVA with Tukey’s test, *p* < 0.01).

### Microbial metabolites improved the cognitive function

An additional animal study was conducted to investigate the role of IF-regulated microbial metabolites, in particular, IPA and SCFAs that were reduced in the antibiotics-treated group, in improving cognitive deficits. Besides, the effects of peripheral 5-HT and TUDCA on cognitive function were also examined, since these metabolites were elevated in the IF group in this study (Fig. 4g). Previous studies have also reported the potential of their neuroprotective effects^13,14,36^. Administration of all these metabolites individually improved cognitive function and insulin sensitivity in db/db mice (Fig. 6g; Supplementary Fig. 10C–H) (ANOVA with Tukey’s test, *p* < 0.05). Consistent with the beneficial effects of IF treatment, administration of these metabolites also enhanced mitochondrial biogenesis and protected the ultrastructure of synapses (Fig. 6h–j). Moreover, treatment of TUDCA but not other tested metabolites suppressed the bodyweight gain in db/db mice (Fig. 6f). Besides, all the metabolites treatment had no influence on food intake and water intake of the db/db mice (Supplementary Fig. 10A, B). Although the dosage of the metabolites treatment was higher than that in IF regimen group mice, these results partly evaluate the causation and the roles of these metabolites in during IF regimen.

## Discussion

A number of studies has shown beneficial effects of IF on diabetes and its complications through the restructuring of gut microbiota^20,21^. However, whether IF could alleviate diabetes-related cognitive deficits and the role played by gut microbiota is still unclear, highlighting an urgent need to investigate the mechanisms underlying how IF improves cognitive function. This study has demonstrated for the first time that a 28-day IF treatment alleviated diabetes-induced cognitive impairment via a microbiota–metabolites–brain axis, benefiting from comprehensive investigations on diabetic mice behavior/synaptic structure, mitochondrial/energy metabolism-related signaling, and an integrated analysis of multi-OMICs.

IF improved cognitive function and spatial memory in diabetic mice as evidenced from a Morris water-maze test, a de-facto standard and valid cognitive assessment^37,38^. Our previous study found that the impairment of brain insulin signaling led to glucose hypometabolism, disturbed tricarboxylic acid (TCA) cycle, as well as altered neurotransmitter levels and a decline in long-term potentiation (LTP)^39^. This finding provided an essential link between brain energy metabolism and cognitive function. Here, we found that IF stimulated IRS1/Akt signaling and its related ERK/CREB/BDNF neurotrophic signaling, and IF inhibited the NFκB/JNK inflammatory pathways (Fig. 2; Supplementary Fig. 2). Consistently, the increase of postsynaptic protein PSD-95 and the improvement of the ultrastructure of synapses in the hippocampus further demonstrated the benefits of an IF regimen on synaptic function. Further research is needed to determine the effects of IF on neuronal glucose uptake/metabolism and synaptic transmission in diabetic models via PET/CT/NMR and LTP assay measurements, respectively.

An integrated analysis of multi-OMICs data revealed strong links between the alterations of microbial metabolites in circulation and the IF-induced changes of the microbiome profile and hippocampus mitochondrial and energy metabolism-related gene expression. These findings suggest the beneficial effects of 28-day IF on diabetes-induced cognitive functions via the gut–metabolism–brain axis (Fig. 5), which to the best of our knowledge, has not been reported before.

Herein, we observed that a 28-day IF regimen improved gut barrier integrity and decreased plasma LPS level, which could partly explain how IF reduces neuroinflammatory responses. IF also altered microbiome diversity in diabetic mice, accompanied with altered bacteria abundance, enhancing the abundance of *Lactobacillus* (Fig. 4). The effect of IF on gut microbiota has been well reported^20–22^. However, the restructuring effect of IF on gut microbiota may be different, due to the variance in animal strains, housing condition, baseline microbiota profiles, and feeding periods. Li et al. reported that an every-other-day fasting regimen increased the OTU abundance of *Firmicutes*, and at the same time decreased the majority of other phyla in the fecal contents of male C57BL/6N mice^20^. IF also enriched *Lactobacillaceae*, *Bacteroidaceae*, and *Prevotellaceae* families in the stool samples of female C57BL/6J fed every other day^22^. Intriguingly, a recent study of IF on db/db mice fecal microbiota composition found that a 7-month IF regimen led to the enrichment in *Lactobacillus* and the reduction of *Akkermansia*^21^, which is consistent with our findings.

The IF-restructured gut microbiota led to alterations in the microbial metabolites in plasma, which might further explain how IF alleviates cognitive impairment in diabetic mice. The PICRUSt analysis found that the several microbes-related metabolism pathways including primary/secondary bile acid biosythesis were altered after IF regimen (Fig. 4f). However, PICRUSt has its autologous defects on account of the availability of appropriate reference genomes and undetectable resolution of 16S rRNA sequences on strain variation. In this study, using metabolome analysis, we found that IF increased plasma levels of BAs including CA, TUDCA, MCA, and DCA, and these BAs were correlated with IF affected gut microbiome and transcriptome in the hippocampus. Moreover, administration of TUDCA also improved the cognitive impairment in db/db mice (Fig. 6). These findings suggest BAs play a role in microbiota–metabolites–brain axis in relation to cognitive impairment in diabetic mice. In line with our study, a long-term IF treatment prevented diabetic microvascular complications by improving plasma TUDCA^21^. The dietary-induced dysregulation of BA synthesis was found to be related to neuroplasticity impairment^40^. A recent human study has also reported a strong association between BA profiles and cognitive function, with the decreased plasma concentration of CA correlating particularly with AD progression^41^. In addition, BA homeostasis is essential for normal glucose/lipid homeostasis, which may partly explain why the energy metabolism-related genes were highly expressed in the db/db-IF group^42,43^.

Other important microbial metabolites altered by IF treatment in db/db mice include tryptophan and its metabolites 5-HT and IPA. Tryptophan is not only an essential amino acid for protein synthesis but also is the precursor for a number of neuroprotective metabolites^10,44^. Gut microbiota plays a critical role in regulating the synthesis of 5-HT, a well-known key hormone/neurotransmitter of the gut–brain axis in regulating mood and cognition^45^. Interestingly, we found that IF increased 5-HT levels and suppressed anxiety in db/db mice (Fig. 1f–h; Supplementary Fig. 4G). We found that IF regimen enriched *Lactobacillus*, 5-HT and hippocampus gene expressions, supporting the previously reported effects of *Lactobacillus* genera on peripheral 5-HT synthesis and alleviating behavior impairments^46^ (Fig. 5). Moreover, IPA, a microbial deamination metabolite of tryptophan, is a potent neuroprotective antioxidant. Higher plasma concentration of IPA was associated with lower type 2 diabetes risk in a recent study^44^. It has also been well reported for its role in preventing neuronal damage^15^. Consistently, we also found that IPA and 5-HT treatment significantly attenuated cognitive deficits in diabetic mice (Fig. 6). Taken together, our findings indicated that an IF regimen improved brain energy metabolism and cognitive function via restructuring gut microbiota and metabolites.

Notably, these IF-improved neuroprotective microbial metabolites are highly correlated with mitochondrial biogenesis and energy metabolism-related gene expression in the hippocampus, which could shed light on a new mechanism for how IF alleviated diabetes-induced cognitive deficits (Fig. 5). Mitochondria, as the powerhouses for eukaryotic cells, generate ATP via OXPHOS to meet the majority of the enormous energy demands made by neurons^47^. A sufficient energy supply is required to maintain neuronal survival, neurotransmission, and the synaptic function. The fasting process also triggers AMPK activation and mTOR inactivation, and subsequently stimulates the energy metabolism and upregulates mitochondrial function to meet the energy deficiency^48,49^. We found that IF improved mitochondrial biogenesis and energy metabolism-related pathways, consistent with the upregulation of the AMPK/PGC1α pathway at the protein level (Fig. 3). Moreover, the microbial metabolites, i.e., 5-HT, TUDCA, and IPA, have been well reported to be beneficial to mitochondrial biogenesis and function. 5-HT has been reported to prevented dopamine-induced oxidative damages of mitochondria and synaptosomes^45^. As mentioned ahead, TUDCA is a potential neuroprotective agent^13,14^. It has also been reported that TUDCA treatment prevented cognitive deficits via improving mitochondrial function and reducing neuronal apoptosis in an IPA induced model of Huntington’s disease model^14^. Similarly, as one of the microbial metabolites, IPA has been reported to protect against Aβ-induced neuronal death and restore mitochondrial function^15,50^. SCFAs, generated from dietary fiber by gut microbiome, has been extensively studied as potential benefits for brain health^51^. Butyrate, for instance, was found to be a potential treatment for autism spectrum disorders as its bioactivity on enhancing mitochondrial function^52^. Here, we also found treatments of microbial metabolites also improved diabetes-related cognitive deficits and increasing mitochondrial biogenesis (Fig. 6).

Furthermore, the beneficial effects of IF on cognitive function were suppressed after removing the gut microbiota in diabetic mice by antibiotics treatment (Fig. 6), suggesting a key role of microbiota composition and their derived metabolites in mediating IF- induced neuronal effects. Mitochondrial biogenesis was also downregulated by antibiotics in IF-treated mice, which further confirms that the restructured gut microbiota was highly correlated with hippocampal mitochondrial gene expression. Although there were several reports indicated that metronidazole could cross the blood–brain barrier and has potential neurotoxicity^53–55^. However, we did not observe any behavioral disorders in both db/m and db/db mice after antibiotics treatment (Fig. 6; Supplementary Fig. 7). Of note, antibiotics treatment alone also partly altered the food/water intake, insulin resistance, and cognitive behaviors in db/db mice (Fig. 6; Supplementary Fig. 8), in line with a previous report revealing that metronidazole or vancomycin treatment improves brain insulin sensitivity and behavioral changes in obese and diabetic mice^56^. Besides, antibiotics treatment reduced the generation of SCFAs and IPA, but not the levels of TUDCA and 5-HT in IF-treated db/db mice (Supplementary Fig. 9). These results indicate that the efficiency of a combined treatment of an IF regimen and antibiotics in metabolic syndrome needs to be further investigated. It is also important to further investigate the molecules and pathways that transmit microbiota changes into the brain, which could lead to the discovery of new therapeutic targets for metabolism-implicated cognitive deficits.

Overall, the current research suggests a novel and convincing link between gut microbiota and cognitive function via microbial metabolites under the treatment of an IF regimen in diabetic mice. IF treatment restructured gut microbiome and altered microbial metabolites, upregulated hippocampus mitochondrial biogenesis and energy metabolism, protected synaptic ultrastructure, and alleviated cognition and spatial memory impairments. The impact of IF on changes in microbiota/metabolites/genes should be further evaluated in clinical trials. Once validated, IF can be translated into a novel ecological approach for managing metabolic and neurodegenerative diseases.

## Methods

### Mice and antibiotics treatment

Male BKS.Cg-*Dock7*^*m*^ + / + *Lepr*^*db*^/J (stock no: 000642) Homozygous Lepr^db/db^ mice were diabetic, and heterozygous Lepr^db/m^ mice were used as controls (denoted as db/db and db/m in the text) in this study. All mice were originally obtained from The Jackson Laboratory (Bar Harbor, ME) and housed in the Northwest A&F University animal facility under standard conditions with a strict 12 h:12 h light:dark cycle, humidity at 50 ± 15%, temperature 22 ± 2 °C. The animals were fed ad libitum before the IF was initiated at 4 months of age. Mice were fed a regular chow (AIN-93M, purchased from TROPHIC Animal Feed High-tech Co. Ltd, Nantong, China) and pure water.

For the first set animals, the db/m mice and the db/db mice were divided in two subgroups (*n* = 10), including AL feeding (db/db) and IF (db/db-IF), wherein the IF mice were deprived of food for 24 h, every other day and were fed ad libitum on the intervening day for 28 days (Fig. 1a). Bodyweight, food intake, and water consumption were recorded on fasting day. These animals performed behavioral tests, and then were killed to collect serum and tissues.

The second set of mice (same grouping with first set, *n* = 10–11) were treated with the same IF regimen schedule and then were killed to collect the serum, hippocampus, gut, and fecal samples for multi-OMICS study. Fecal, serum, and hippocampus samples were collected to analyze gut microbiome, metabolome, and RNA sequencing, respectively.

The third set of animals were divided into eight groups, including db/m (*n* = 10), db/m-IF (*n* = 10), db/m-antibiotics (*n* = 10), db/m-antibiotics-IF (*n* = 10), db/db (*n* = 7), db/db-IF (*n* = 13), db/db-antibiotics (*n* = 7), db/db-antibiotics-IF (*n* = 13). The different sample size was due to requirement to distinguish the impact of IF on feeding and fasting day. The IF regimen schedule was the same as the previously mentioned sets. The antibiotics cocktail (Penicillin G sodium 0.4 g L^−1^, metronidazole 0.4 g L^−1^, neomycin sulfate 0.4 g L^−1^, streptomycin sulfate 0.4 g L^−1^, vancomycin hydrochloride 0.25 g L^−1^ for db/db mice, half concentration of same antibiotics for db/m mice) were given in the drinking water starting 14 days before the IF regimen and throughout the experiment (Fig. 6a). The 16S rRNA copies in the feces of the animals after antibiotics treatment were detected with qPCR (Fig. 6b), as previous described^57^. All the behavior studies and biochemical samples were collected/detected on the fasting day of IF regimen. One mouse in the db/db group was drowned during the water-maze test, and relevant data after that were excluded. For plasma metabolomics, two samples were excluded due to the poor quality of measurements.

The fourth set of animals were divided into six groups (*n* = 8), including db/m, db/db, db/db-IPA, db/db-5-HT, db/db-TUDCA, db/db-SCFAs. For db/db-IPA, db/db-5-HT, db/db-TUDCA groups, mice were intraperitoneally injected with IPA (10 mg kg^−1^ d^−1^), 5-HT (1 mg kg^−1^ d^−1^), and TUDCA (250 mg kg^−1^ d^−1^) dissolved in saline, respectively. The mice in other groups were injected with same volume saline. For the SCFAs group, the SCFAs (acetate 67.5 mM, propionate 40 mM, butyric acid 25 mM) were dissolved in the drinking water of the mice. The mice were treated for 14 days. The treatment was also performed during the behavioral tests.

After IF regimen, the antibiotics treatment, and metabolites treatment, the cognitive behavioral assessment was determined with a water-maze test. After behavioral tests, mice were killed, then the serum and tissues samples were collected by either snap-frozen by liquid nitrogen and store at −80 °C or directly stored in 4% paraformaldehyde for histological analysis.

All of the experimental procedures were followed using the Guide for the Care and Use of Laboratory Animals: Eighth Edition (ISBN-10: 0-309-15396-4). We have complied with all relevant ethical regulations for animal testing, and research and protocols were approved by the Northwest A&F University, and BGI Institutional Review Board on Bioethics and Biosafety (BGI-IRB).

### Insulin-tolerance tests and analyses of plasma contents

Insulin-tolerance tests protocol was modified from our previous research^58^. The mice were fasted for 6 h before the tests. The insulin (0.75 U kg^−1^, Sigma Aldrich, USA) was injected, and blood glucose was measured before (0 min) and after the injection (15, 30, 60, 120 min) using a OneTouch® SelectSimple™ glucometer (LifeScan Inc., China). For other content analysis in plasma, all reagents and kits source and identifiers were listed in Supplementary Table 1. The plasma insulin, leptin, 5-HT, and LPS were detected using ELISA kits purchased from Xinle Bio Co.,Ltd., Shanghai, China. The homeostasis model assessment of insulin resistance (HOMA-IR) was calculated as (fasting insulin concentration (mU L^−1^) × fasting glucose concentration (mg dL^−1^) × 0.05551)/22.5.

### H&E and immunochemistry staining

For H&E staining, the adipose and gut (colon) tissues were embedded in paraffin for staining with hematoxylin and eosin. The adipocytes sizes were measured by Image J (developed by Wayne Rasband from NIH, USA) software with Adipocytes Tools plugins after pictures were recorded by light phase contrast microscopy. The immunohistochemical staining was performed according to previous study^59^. The fixed brain and gut sections were exposed to the primary antibodies at 4 °C overnight; the information of primary antibodies is shown in the Supplementary Table 1. After incubation, the sections were washed three time with PBS and incubated with biotinylated goat anti-rabbit or goat anti-mouse diluted in a secondary antibody dilution buffer. After staining nuclei by hematoxylin, neutral resin was used for sealing the sections. Then, the IHC staining images were obtained using an inverted fluorescent microscope (×400).

### Morris water-maze tests

The Morris water maze is one of the most widely used tests in behavioral neuroscience for studying the psychological processes and neural mechanisms of spatial learning and memory. The protocol was modified from our previous research and detailed described as following^60^. The apparatus consists of a large circular pool, 1.5 meters in diameter and a height of 35 cm (XR-XM101, Shanghai Xinruan Information Technology Co. Ltd, Shanghai, China), containing water at around 25 °C. The mice received four habituation trainings on day 0. The platform was visible (2 cm above the water surface), and the water was un-dyed. The water was then made opaque by adding white-dye (food-grade titanium dioxide) that helped to hide the submerged platform (day 1–day 6). Test trials were conducted for 5 consecutive days (day 1–day 5). On day 6, a probe trial was conducted in which mice were placed in the pool for 60 s without the platform and the time that was spent in the target quadrant, the latency to the platform and the number of platform crossings were measured. All the data were recorded automatically using a video tracking system (SuperMaze software, Shanghai Xinruan Information Technology Co., Ltd, China).

### Electron microscopy for the structural analysis of the hippocampus

A transmission electron microscope (TEM) analysis was done after the collection of CA1 region of hippocampus. The hippocampus was split and treated in a cold fixative solution made of 2.5% glutaraldehyde (pH 7.2) at 4 °C for 4 h. After washing with PBS (0.1 M, pH 7.2) thrice. Then the specimens were post-fixed in 1% OsO_4_ (in 0.2 M PBS, pH 7.2) at 4 °C for 1 h and washed again with PBS (0.1 M, pH 7.2) thrice. The specimens were dehydrated for 15–20 min each in a graded series of ethanol solutions (30, 50, 70, 80, 90, and 100%) and then transferred to acetone for 20 min incubation. Materials were then permeated in an acetone–resin mixture (1:1) for 1 h at 25 °C and then transferred to an acetone–resin mixture (1:3) overnight. Ultrathin sections were placed in the regions which were closed to the embedded blocks and kept away from the dorsal rim area, stained with uranyl acetate and alkaline lead citrate for 15 min, and then observed using JEM-1230 TEM (JEOL, Tokyo, Japan) at 80 kV and acquired using a side-inserted BioScan Camera (Veleta, EMSIS GmbH, Germany).

### Ussing chamber assay

Ussing chambers are a common tool to evaluate the gut barrier ex vivo. Directly after dissection of the intestine, 1.5 cm pieces of the jejunum (the center of the small intestine) were opened along the mesenteric border and mounted as flat sheets in the Ussing chambers separating the chamber into two halves (BeiJing KingTech technology Co.Ltd, Beijing, China). Luminal and serosal surfaces were continuously exposed to carbogen-gassed Krebs buffers (CaCl_2_·2H_2_O 7.35 g, NaCl 13.67 g, KCl 7.01 g, NaHCO_3_ 4.2 g, MgCl_2_·6H_2_O 4.88 g, glucose 3.96 g, NaH_2_PO_4_·2H_2_O 3.74 g, dissolved in 2 L ddH_2_O, pH 7.4) at 37 °C. Tissues were equilibrated for 45 min in the presence of 0.09 g L^−1^ fluorescein on the luminal side. For permeability measurements, the fluorescence intensity of the serosal buffer was determined at 0, 15, 30, 45, and 60 min and used to calculate permeability as expressed in gradient.

### Western blots

The protein of gut and brain tissue were extracted using a protein-extraction reagent. The total tissue proteins (*n* = 3) were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE), and then transferred onto a polyvinylidene fluoride (PVDF) membrane by using a wet transfer apparatus. Appropriate antibodies were used and the immunoreactive bands were visualized with an enhanced chemiluminescence reagent. The information of primary antibodies is shown in Supplementary Table 1. Quantification of the western blots results using the band densitometry analysis was performed with Quantity One software.

### qRT-PCR

The total RNA extracted from frozen tissues using TRIzol reagent (Jingcai Bio., Xi’an, Shaanxi, China) was determined and reverse transcribed for real-time PCR. Relative mRNA expression was quantified using SYBR Green dye (TB Green Premix Ex Taq II) and specific primers. Real-time PCR was carried out in a CFX96TM real-time system (Bio-Rad). The following conditions were used: 95 °C for 10 min, then 95 °C for 15 s, and 60 °C for 1 min in 40 cycles. The 2^−ΔΔCT^ method was used to analyze the relative changes in gene expression. For the mitochondrial biogenesis, the total DNA extracted from brain tissue using a DNA extraction kit (Bioteke Co., Beijing, China) were also determined by real-time PCR. The mitochondria number were indicated by the lower ratio of mitochondrial DNA (mtDNA, COX2) to nuclear DNA (nDNA, globin). Reagent information and primer sequences are shown in Supplementary Table 1.

We filtered and trimmed the reads using Trimmomatic v0.38. Clean reads were mapped to the *Mus musculus* genome sequence (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/635/GCF_000001635.26_GRCm38.p6) using Hisat2 v2-2.1.0. The reads of each sample were then assembled into transcripts and compared with reference gene models using StringTie v1.3.4d. We merged the 31 transcripts to obtain a consensus transcript using a StringTie-Merge program. Transcripts that did not exist in the CDS database of the Mus musculus genome were extracted to predicted new genes. The gene expression FPKM values were calculated using StringTie based on the consensus transcript. DEG analysis was performed using Ballgown v2.12.0, an R programming-based tool designed to facilitate flexible differential expression analysis of RNA-Seq data. Only genes with fpkm >1 (*n* = 10) were subjected to analysis and the differential expression genes was determined (FDR-*p* < 0.05).

An unsupervised co-expression network analysis of all genes was performed using R package WGCNA v1.64. The signed scale-free topology overlap matrix was computed, and co-expression modules were defined from this network. For each identified module, the hub genes were defined by module connectivity (Pearson’s correlation >0.8) and correlations between each intra-module gene and treatments (correlation >0.85). The co-expression network was visualized using the Cytoscape. The GO and KEGG pathways were annotated using WebGestalt (http://www.webgestalt.org/2019/) (false discovery rate FDR-adjusted *p* < 0.05). A detailed description of data processing and analysis is provided in Supplementary Information.

### 16S rRNA Microbiome sequencing

Fecal samples were collected from respective groups either at the beginning or before the behavioral tests. The total cellular DNA was extracted with the E.Z.N.A. Stool DNA Kit (Omega) according to the company instructions. The bacterial hypervariable V3–V4 region of 16S rRNA was chosen for MiSeq (Illumina, CA, USA) paired-end 300 bp amplicon analysis using primer: 341_F: 5′-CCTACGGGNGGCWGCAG-3′ and 802_R: 5′-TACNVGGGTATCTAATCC-3′. The library preparation followed the method published previously^61^.

The raw reads were merged and trimmed, following by removal of chimera and constructing zero-radius Operational Taxonomic Units (zOTUs) with UNOISE implemented in Vsearch (v2.6.0). The green genes (13.8) 16S rRNA gene database was used as a reference for annotation. Detailed algorithms and parameters are given in Supplementary Information. All the samples were rarified to 28,257 counts for alpha diversity index calculation. The raw OTU table was normalized with cumulative sum scaling^62^ (CSS) to calculate Bray Curtis, unweighted and weighted Unifrac distance, followed by a permutation test (Vegan:adonis) to detect differences among intervention groups. Constrained analysis of principal coordinate (CAP, R package “vegan”) was applied to identify the influence of mice gene type and IF on microbiota and time was introduced as a partial term to remove the background effect of time. CSS-normalized OTU data were used to calculate relative abundance and summarized in different levels. Specific taxa comparisons among groups were analyzed using the analysis of composition of microbiomes (ANCOM). FDR-*p* < 0.05 was considered to be a significant difference. We also computed Pearson correlations between centered log-ratio transformed relative abundance of genera and bodyweight, blood glucose, food intake, water intake, LPS, leptin, GABA, 5-HT, insulin, and fecal SCFAs. Rarified OTU data were used to predict functional gene with PICRUSt (v1.1.3). Predicted gene was annotated with KEGG at different levels, and the significantly abundant pathways were identified by edgeR with FDR-*p* < 0.1.

### SCFAs analysis

The concentrations of SCFAs (acetate, propionate, and butyrate) were determined with a Shimadzu GC-2014C gas chromatograph (Shimadzu Corporation, Kyoto, Japan) equipped with a DB-FFAP capillary column (30 m × 0.25 µm × 0.25 mm) (Agilent Technologies, Wilmington, DE, USA) and flame ionization detector. Approximately 200 mg of the fecal content sample was homogenized with 1 ml of distilled water; then, 0.15 mL of 50% H2SO4 (w/w) and 1.6 mL of diethyl ether were added. After the samples were incubated at 4 °C for 30 min, they were centrifuged at 8000 rpm for 5 min. The organic phase was collected and analyzed using gas chromatography as follows. The initial temperature was 50 °C, which was maintained for 3 min and then raised to 130 °C at 10 °C per min, increased to 170 °C at 5 °C per min, increased to 220 °C at 15 °C per min and held at this temperature for 3 min. The injector and the detector temperature were 250 °C and 270 °C, respectively.

### Untargeted metabolomics

Plasma samples were collected after the animals were killed, and were stored at −80 °C until analysis. Samples were analyzed using an ultra-performance liquid chromatography (UPLC) system and a high-resolution tandem mass spectrometer Xevo G2 XS QTOF (Waters, UK). Reverse-phase chromatography was employed, using both positive and negative electrospray ionization modes (ESI, RP+ and RP−). A 10 µl of the sample solution was injected on an ACQUITY UPLC HSS T3 column (100 mm × 2.1 mm, 1.8 μm, Waters, UK). The column oven was maintained at 50 °C. The flow rate was 0.4 ml per min and the mobile phase consisted of solvent A (water + 0.1% formic acid) and solvent B (acetonitrile + 0.1% formic acid). Gradient elution conditions were set as follows: 0–2 min, 100% phase A; 2–11 min, 0% to 100% B; 11–13 min, 100% B; 13–15 min, 0% to 100% A. ESI source was operated using the following conditions: for the positive ion mode, the capillary and sampling cone voltages were set at 3.0 kV and 40.0 V, respectively. For the negative ion mode, the capillary and sampling cone voltages were set at 2.0 kV and 40.0 V, respectively. The mass spectrometry data were acquired in Centroid MSE mode. The TOF mass range was from 50 to 1200 Da, and the scan time was 0.2 s. For the MS/MS detection, all precursors were fragmented using 20–40 eV, and the scan time was 0.2 s. During acquisition, the LE signal was taken every 3 s to calibrate the mass accuracy.

Samples were analyzed in one batch with a randomized injection order. The stability and functionality of the system was monitored throughout all the instrumental analyses using quality controls, i.e., the pooling of all samples acquired at the beginning of analytical sequence and after every ten injections. Data preprocessing was performed using Progenesis QI (version 2.2). In total, 6295 and 6893 metabolic features were detected. A support vector regression-based normalization was performed to minimize unwanted variations in feature intensities, resulting in 5604 and 5230 features in RP+ and RP−, respectively, with relative standard deviations below 20%^63^. They were considered as qualified features and were subjected to statistics. *P*-values for fold change were adjusted for multiple testing using Benjamini–Hochberg false discovery rate (FDR). Principal component analysis was performed on auto-scaled intensities (mean = 0, standard deviation = 1) of all quantified metabolite features detected in RP+ and RP−, respectively using R package “mixOmics”.

Metabolite identification was carried out based on accurate mass and product ion spectrum matching against online databases and literature. The list of microbial cometablites (i.e., metabolites whose levels were modified by gut microbiota) was determined according to Rowan et al.^12^. Annotated microbial metabolites are provided in Source data file of Fig. 4.

### Integrated multi-OMICS analysis

Multivariate predictive modeling on each omics data set was conducted using partial least square-discriminant analysis incorporated into a repeated double cross-validations framework (rdCV-PLSDA)^34^. Outperforming the standard cross-validation, the double cross-validations procedure separates cross-validations into an outer “testing” loop, and an inner “tuning” (or validation) loop to further reduce bias from overfitting models to experimental data. To gain a robust and reliable estimate of model performance, 200 repetitions of the outer cross-validations loop was performed, followed by permutation analysis (*n* = 1000)^34,64^.

A multivariate dimension reduction method, DIABLO (Data Integration Analysis for Biomarker discovery using a Latent component method for Omics), was employed for multiple omics integration^33^. A random use of full design matrix was applied to look for linear combinations of variables from each omics data set that are maximally correlated. A tuning procedure was applied to determine the optimal number of key variables in each data set to be selected with a minimum misclassification rate. Model performance was then evaluated by tenfold cross-validation. The detailed step-by-step workflow of DIABLO analysis is provided in Supplementary Information.

### Statistical analysis

Other than RNA sequencing, gut microbiome, and metabolome data, other data were reported as mean ± SEM, significant differences between mean values were determined by Student’s *t* test and one-way ANOVA. The data for antibiotics treatment experiments were determined with two-way ANOVA with IF and antibiotics as factors. A post hoc test was performed using Tukey’s test for multiple comparison test by Graphpad Prism 6.0 software. Other software information employed in this study is deposited in Supplementary Information. The measurements were taken from distinct samples. Means were considered to be statistically significant, if *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

The source data file underlying Figs. 1–6 and Supplementary Figs. 1–10 ware provided as a Source data file and some OMICs data used in these figures were also deposited as Supplementary Data 1–10. The accession number for the entire RNA-seq data set reported in this manuscript is GSE125387. The accession number for the entire 16 S rRNA sequencing data set reported in this manuscript is SRP181000. The RNA-seq and 16S rRNA sequencing data that support the findings of this study have been also deposited in the CNSA (https://db.cngb.org/cnsa/) of CNGBdb with accession number CNP0000608. Raw data were also deposited in figshare data set as follows: https://figshare.com/s/58ccac4aa614dd4ade84.

## Source data

Source data

## Code availability

All the software and R programming codes used in current study are ether commercial or have been previously published. Detailed information is provided in the text and in Supplementary methods. No custom code has been developed and applied in current study. A step-by-step R markdown file for integrative modeling is also provided in Supplementary Information, together with the multi-OMICs data set.

# Supplementary material for: Gut microbiota mediates intermittent-fasting alleviation of diabetes-induced cognitive impairment
**Source:** Nat Commun. 2020 Feb 18;11:855. doi: 10.1038/s41467-020-14676-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

- File Name: **Supplementary Data 1**

Description: Summary of sequencing data from 31 samples

- File Name: **Supplementary Data 2**

Description: The FPKM value of 27,094 genes in 31 samples

- File Name: **Supplementary Data 3**

Description: All differentially expressed genes of 6 groups through DEG analysis

- File Name: **Supplementary Data 4**

Description: The GO terms of 49 hubgenes in WGCNA-brown module

- File Name: **Supplementary Data 5**

Description: The KEGG pathways of 49 hubgenes in WGCNA-brown module

- File Name: **Supplementary Data 6**

Description: Relative abundance of bacteria at different levels

- File Name: **Supplementary Data 7**

Description: Significant genera-phenotype correlation pairs (p < 0.05)

- File Name: **Supplementary Data 8**

Description: The KEGG pathway comparison between dbdbIF and dbdb on 28d with EdgR

- File Name: **Supplementary Data 9**

Description: 23 microbial derived metabolites whose levels were primarily modulated by the abundance of gut microbiota

- File Name: **Supplementary Data 10**

Description: Microbial derived metabolites concentration after antibiotic treatment

How the deposited data were processed for this re-analysis (not part of the article)

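RNA of the hippocampus was sequenced from 31 mice, 11 db/m, 10 db/db and 10 db/db-IF, with 1 library per label, taken as 1 mouse each. The grouping of the mice is that of the sample labels, and the replicate numbers were taken as names and not as pairs. Clean reads per mouse, in units of 1000000, ranged from 91.8 to 139.1 (median 117.5). The authors trimmed the reads with Trimmomatic 0.38, aligned them with HISAT2 to GRCm38.p6, assembled and merged transcripts with StringTie 1.3.4d and computed 1 FPKM value per locus and mouse on the merged transcripts. The values deposited by the authors are FPKM, that is fragments per kilobase of transcript and per 1000000 mapped fragments, and they were not scaled between mice. The table holds 27094 loci and no read counts, so the counting error of a single value is unknown and the precision given here is that of the spread between mice. Read quality and GC share of each library come from Supplementary Data 1.

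Values were analyzed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1. The 17139 loci with an FPKM above 1 in at least 10 mice were tested, with a moderated test that lets the prior spread follow mean expression, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. Each group was compared with the other 2 taken as 1 group, as in the study, and the 3 pairs of groups were compared in 1 fit with 3 group means. Where a gene has several loci, gene lists use the locus with the highest mean FPKM. Lists of genes of metabolism, signalling, stress, synapses and cell types were fixed before the data were examined, and those with at least 5 tested members were tested with camera at a preset correlation of 0.01, with adjustment over the lists of a comparison. Camera with an estimated correlation and fry were run beside it. Fisher's exact test set the oxidative phosphorylation genes against all other tested loci.

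The genes named were set by a rule written before the data were examined. For each of the 6 calls of 1 group against the other 2 it takes the 10 genes with the largest absolute log2 fold change among those past the threshold, with a mean that differs in the same direction from both other groups and a symbol that is not a predicted locus. It adds every gene the study names, the 4 members with the smallest adjusted p of each list described, in the comparison described, and Lepr. Some genes that the rule takes are not reported here. Genes outside this rule are said to have been picked out after their values were seen.

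Correlations of the hub genes with fasting were tested with 100000 permutations. The partial least squares discriminant model was fitted with mixOmics 6.26.0 with 1 component, 200 repeats of 7-fold cross-validation, 1000 permutations of the labels and 1000 random gene sets matched on mean expression. Transcript lengths and GC shares were those of the longest transcript of each gene in the reference annotation, not of the merged transcripts. They covered 95% of the tested loci that stand alone or first for their gene. The trend on length and GC was removed from each mouse by fits with a loess span of 0.3 for length alone and splines with 5 degrees of freedom for both. Random lists matched on length, GC and mean FPKM were drawn 10000 times with a fixed seed (11). Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

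The tests were run on simulated data with the spread of these mice, in which each locus varied independently of the others. No slope on transcript length was shared by the simulated loci, so the false calls below need not hold for loci that move together. For db/db-IF against the other mice limma recovered 41.2%, 77.3% and 93.9% of loci changed by 0.25, 0.5 and 1 on the log2 scale, with 13 false calls. For db/db-IF against db/db mice it recovered 33.8%, 66.7% and 92.4%, with 8 false calls. The alternatives tried were another pseudocount (0.1), other filters, rescaled values, equal medians, quantile normalization, the linear model of Ballgown with and without its library-size term, array weights, a 3-group fit with 1 group against the mean of the others, a replicate block, read-quality and GC covariates, either read-quality set alone, removal of the length trend, a stricter threshold (0.01) and leaving out each mouse in turn. Alternatives added after values were seen were leaving out mice 1, 7 and 11 of db/db-IF, 1 locus per gene, split loci left out, removal of the length and GC trend together and the slope on transcript length as a covariate. For the hub genes Spearman's rho, FPKM without log, 2 components and the oxidative phosphorylation genes alone were tried. Ballgown itself and the gene network of the study were not run, and the behavioural, microscopy, protein, metabolite and bacterial data of the study were left out because they are not in the deposited table.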

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

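Of the tests in this part, the library factor shared with the loci beyond the first, the relation with blood and both tests of the split loci were written before their results were seen, and all others, the ratio of gains for blood included, were chosen afterwards. A mouse is listed when the gap between it and its nearest neighbour in a group of 10 took up a larger share of the range of the group than chance allows in about 1 of 20 groups, and the share is given beside each value; the 11 db/m mice were not tested this way. Of 412 pairs of a value and a group tested, 58 held such a mouse, of which 32 were db/db-IF mouse 7 and 7 db/db mouse 10, so most of these findings come from the same mice and are not separate events. Within db/db-IF, mouse 7 was the highest in the mean of the nuclear oxidative phosphorylation genes (0.481), the mean of the complex I nuclear genes (0.55), the mean of the complex IV nuclear genes (0.573), the mean of the ATP synthase nuclear genes (0.567), Cox4i1 (0.573), Fis1 (0.654), Psmb4 (0.482), Psmb1 (0.596), Ccs (0.538), Gpx4 (0.481), C1qb (0.693), Trem2 (0.575), C1qa (0.718), Atp5d (0.495), Cox8a (0.513), Ndufb10 (0.567), Surf1 (0.586), Tmem52 (0.472), Tomm40 (0.506) and Ubxn1 (0.588). It was the lowest in the slope on transcript length (0.694), the mean of the glucocorticoid responsive genes (0.519), Plin4 (0.478), Abcb1a (0.493), Aplp2 (0.475), Cnep1r1 (0.486), Ptn (0.592), Gria3 (0.525), Txnrd1 (0.504), Prkaa1 (0.56), Mapk14 (0.638) and Nfkb1 (0.549).

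Among the other db/db-IF mice, mouse 1 was the lowest in Mtfp1 (0.534), mouse 8 was the highest in Pter (0.864) and mouse 11 was the highest in Map3k6 (0.668) and 1810043H04Rik (0.482). Within db/db, mouse 10 was the highest in the mean of the complex I nuclear genes (0.479), the mean of the ATP synthase nuclear genes (0.644), Sod1 (0.497), Psmc5 (0.564), Atp5d (0.534), Ndufa2 (0.493) and Ndufb10 (0.52). Of the other db/db mice, mouse 1 was the highest in Kcnj6 (0.889), Tek (0.527), Grm3 (0.489) and Bdnf (0.522), mouse 1 was the lowest in Mylk (0.879), mouse 2 was the lowest in Chrna7 (0.863) and Ptn (0.471). Further, mouse 4 was the highest in Arrdc2 (0.474), mouse 4 was the lowest in Mical3 (0.807) and C1qa (0.522), mouse 5 was the lowest in Auts2 (0.89), mouse 6 was the lowest in Alcam (0.698), mouse 8 was the highest in Pphln1 (0.484), mouse 9 was the highest in Idi1 (0.519), mouse 9 was the lowest in Anks1 (0.733).

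The following counts concern kinds of loci and gene lists, and some of the lists are described in the passages as well. Of the loci beyond the first of genes with several loci, 1306 were higher and 329 lower in db/db-IF mice than in the other mice combined, and 413 loci with no gene name passed the test in the same comparison. In that comparison 11 glucocorticoid responsive genes were higher, 8 endothelial and pericyte genes lower and 6 oligodendrocyte precursor genes lower. Between db/db and db/m mice 7 genes of endoplasmic reticulum stress and 6 microglia genes were lower. Each count is listed because its genes passed the test.

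The nuclear genes of oxidative phosphorylation rose in db/db-IF mice by a median log2 fold change of 0.34 against db/db mice. Against a whole cause in the length and GC of transcripts, 57 genes were higher after that trend was removed from each mouse and 0 of 10000 matched lists reached the median (highest 0.22). Against a few far mice, 65 were higher without mice 1, 7 and 11 of db/db-IF. The lower median within the 2 read-quality sets was 0.306, in set 1. In that set Q30 was 91.84 to 92.11% in db/db-IF and 92.56 to 92.87% in db/db mice, so read quality and fasting cannot be told apart there. In set 2 the ranges overlapped (92.73 to 93.2% and 92.96 to 93.26%) and the median was 0.352, so only set 2 argues against read quality. The genes followed the haemoglobin gene Hbb-bs among the 10 db/db-IF mice, which meets what was written beforehand for reads from blood as the cause (r above 0.6; r = 0.889, permutation p = 0.00176, adjusted over 4 relations 0.00704, rho = 0.697, r without the 2 farthest mice 0.647), and only a test chosen after this result argues against blood, since their summed FPKM gained 42.4 times as much as that of the haemoglobin loci (2985 against 70.5). A library factor shared with the loci beyond the first stays open, since r = -0.009 over 10 mice (permutation p = 0.984, rho = -0.115, r without the 2 farthest mice 0.112) just meets the bound of 0 written against it, with too few mice to tell. A candidate explanation is a factor of each mouse along which short transcripts rise, as r with the slope on transcript length was -0.92 or lower within the groups that were not fasted and the slope as a covariate took the difference in the mean from 0.32 (standard error 0.05) to 0.03 (standard error 0.03), ending the calls because the difference itself fell to near 0 while its standard error did not widen; every db/db-IF mouse lies under every other mouse on that slope, and fasting as the cause of the slope itself is the biological explanation and was not tested.

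Loci beyond the first of their gene rose in db/db-IF mice, with a median log2 fold change of 0.26 against db/db mice, against -0.11 for first loci and -0.05 for genes with 1 locus. Without mice 1, 7 and 11 of db/db-IF the median was 0.145, which lies between the bounds set for a few far mice and against them. Between the read-quality sets of the db/db-IF mice the mean of these loci differed by 0.137 (exact permutation p = 0.349), against 0.22 between the groups, so a part that differs with read quality among the fasted mice stays open. Each set holds 5 db/db and 5 db/db-IF mice, and the difference between the groups was 0.219 (standard error 0.078) with the set as a factor. It was 0.279 (standard error 0.091) in set 1, where the Q30 of the 2 groups did not overlap. In set 2, where Q30 overlapped, it was 0.158 (standard error 0.13), which is less certain. Read quality as the whole cause therefore stays open. A few far mice stay open as an explanation, and so does fasting, the biological explanation that the design gives, as untested.

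Loci present in some mice of a group and nearly absent from others were among the largest falls in db/db-IF mice, with 195 such loci in that group. Of 691 pairs of a locus and a db/db-IF mouse at its low level, 357 (51.7%) came from the first read-quality set. This argues against a source that follows the 2 sets among the db/db-IF mice, although the pairs come from the same 10 mice and are not independent. It does not address the difference in read quality between db/db-IF and db/db mice. Signal assigned to another locus of the same gene stays open, as 10.3% of the 87 loci with another locus had other loci at least 2-fold higher in the low mice, just above the 10% written beforehand as arguing against it. Fasting, which the design gives as a biological explanation, was not tested apart from these.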

How the results depend on the processing

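Most alternatives were set before the data were examined, and 5 were chosen afterwards: without mice 1, 7 and 11 of db/db-IF, 1 locus per gene, split loci left out, length and GC trend removed together, and the slope on transcript length as a covariate. Of the counts and tests that answer a comparison, 282 of 344 stayed within 1.5 times the reported count or on the same side of the test under the former, 81 of 102 under the latter and 628 of 651 with 1 mouse left out. Of the gene list results 353 of 371, 103 of 120 and 735 of 744 kept their direction and their side of the threshold, and of the named genes 3404 of 3797, 881 of 1102 and 6688 of 7099. Among named genes, 367, 177 and 397 values kept their direction and no longer passed, among them values with a read-quality set alone (79 and 107), the slope as a covariate (131) and the replicate block (50), while 5, 6 and 3 passed only under the alternative. With pseudocount 0.1, mean FPKM above 1, FPKM rescaled to the same sum, the read-quality set as a factor, the linear model of Ballgown without its library-size term, 1 locus per gene and split loci left out no count moved by more than 1.5 times.

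In what follows the cause of a change was not tested unless the sentence names it. With no filter, 7005 loci were higher in db/db-IF mice than in the others (reported: 4599) and 6775 higher than in db/m mice (reported: 4494). The 1 mitochondrial DNA locus that limma called lower in db/db than in db/m mice, that of COX1, was not called with no filter (0 loci, 3 unadjusted), equal medians (0, 3 unadjusted) or quantile normalization (0, 1 unadjusted), and with the GC share as a covariate there were 2, COX1 and CYTB. The linear model of Ballgown with its library-size term called 761 loci higher in db/db than in db/m mice (reported: 507). Array weights gave 1192 higher and 875 lower in this comparison (reported: 507 and 478), 1 nuclear oxidative phosphorylation gene lower (Atp5b) and 3 mitochondrial DNA loci lower (COX1, CYTB and ND2). With 1 group against the mean of the others 2970 loci were higher in db/m mice (reported: 1876), and 2392 were higher and 1859 lower in db/db mice (reported: 998 and 632). The replicate block left 1138 higher and 1425 lower in db/m mice, 162 higher and 114 lower in db/db mice, 231 higher and 241 lower in db/db than in db/m mice, 184 set apart in db/db mice and not past the threshold between db/db-IF and db/m mice, and 0 mitochondrial DNA loci (limma, 2 unadjusted). With Q20 as a covariate 1758 were higher and 1053 lower in db/db mice than in the others.

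Either read-quality set alone holds about 5 mice per group, and the loss of mice lowers the power of these comparisons. In set 1, 381 loci were higher and 489 lower in db/m mice, 52 higher and 5 lower in db/db mice (the 5 were Abhd16a, Arl13b, Fbxw5, Gm9616 and Lrpap1, named after their values were seen), 179 higher and 93 lower in db/db than in db/m mice, 49 set apart in db/db mice and not past between db/db-IF and db/m mice, 0 mitochondrial DNA loci lower (0 unadjusted) and 963 loci with r above 0.85 with fasting (reported: 216). In set 2, 2317 were higher and 3155 lower in db/db-IF mice, 19 higher and 22 lower in db/m mice, 1393 higher and 2091 lower in db/db-IF than in db/db mice, and 1633 higher and 2260 lower in db/db-IF than in db/m mice. In this set limma called 0 higher and 0 lower in db/db mice (1087 and 811 unadjusted), hence 0 set apart, 1 higher (Cirbp, 653 unadjusted) and 0 lower (754 unadjusted) in db/db than in db/m mice, and 0 mitochondrial DNA loci (1 unadjusted), and 22 hub genes had r above 0.85 (reported: 40). At an adjusted p under 0.01, by construction fewer, 623 were higher and 647 lower in db/m mice, 252 higher and 149 lower in db/db mice, 174 higher and 189 lower in db/db than in db/m mice, 268 set apart and 0 mitochondrial DNA loci lower.

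Of the alternatives chosen afterwards, without mice 1, 7 and 11 of db/db-IF 1008 loci were higher and 791 lower in db/db than in db/m mice, and 1 nuclear oxidative phosphorylation gene, Atp5b, was lower. With the length and GC trend removed 829 were higher in db/db than in db/m mice and 3255 lower in db/db-IF than in db/m mice (reported: 5038), and 20 hub genes had r above 0.85 (22 with the length trend alone removed). With the slope as a covariate 131 loci were higher and 27 lower in db/db-IF mice than in the others, 588 higher and 889 lower in db/m mice, 235 higher and 79 lower in db/db-IF than in db/db mice, 313 higher and 142 lower in db/db-IF than in db/m mice and 1033 higher in db/db than in db/m mice, with 1308 set apart in db/db mice and not past between db/db-IF and db/m mice. Of the nuclear oxidative phosphorylation genes 1, Cox6c, was then higher in db/db-IF mice (13 unadjusted, reported: 64), 2, Atp5d and Ndufs6, were lower in db/db than in db/m mice, and 2 mitochondrial DNA loci, COX1 and CYTB, were. The slope separates the db/db-IF mice from all others, so slope and group overlap. The rank correlation between transcript length and the fold change of db/db-IF against db/db mice (reported: -0.449) was -0.022 with the length trend removed and 0.006 with length and GC removed, both by construction, and -0.002 with the slope.

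Camera with an estimated correlation left 0 list tests past the threshold (reported: 88; 5, 5, 2, 3, 4 and 8 lists per comparison unadjusted), and fry left 105. With Spearman's rho 0 hub genes and 0 loci exceeded 0.85, as 10 fasted of 31 mice cannot give a rho above 0.810. The 13 hub genes of oxidative phosphorylation alone gave 95% accuracy, and leaving out single mice was not run for this model, which already holds mice out.

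With each mouse left out in turn, the loci higher and lower in db/db-IF mice than in the others ranged from 4345 to 4649 and 4944 to 5421, in db/m mice from 1398 to 2218 and 1493 to 2592 and in db/db mice from 585 to 1224 and 364 to 789. Against db/db mice db/db-IF mice had 3749 to 4240 higher and 4391 to 4869 lower, against db/m mice 4319 to 4577 and 4741 to 5185, and db/db against db/m mice 380 to 777 and 369 to 635. The set apart count ranged from 443 to 814, the oxidative phosphorylation genes higher in db/db-IF mice from 63 to 67 and lower in db/db than in db/m mice from 0 to 0 (limma, 0 to 3 unadjusted), the mitochondrial DNA loci from 0 to 2, list tests from 84 to 91, hub genes from 36 to 42, loci with r above 0.85 from 168 to 330, the length correlation from -0.461 to -0.423 and loci between read-quality sets from 0 to 1. More than 1.5-fold changes were, for loci higher in db/db mice, 588 without db/db replicate 1, 637 without db/db replicate 2, 643 without db/db replicate 3, 611 without db/db replicate 7 and 585 without db/db replicate 9, for loci lower in db/db mice 373 without db/db replicate 1, 396 without db/db replicate 2, 403 without db/db replicate 3, 397 without db/db replicate 7 and 364 without db/db replicate 9, for the set apart count 443 without db/db replicate 9, for loci higher in db/db than in db/m mice 777 without db/db-IF replicate 7, for loci with r above 0.85 330 without db/db replicate 10, for the read-quality sets 1 without db/db replicate 9 and for the mitochondrial DNA loci 0 without db/m replicate 2, 0 without db/m replicate 4, 2 without db/m replicate 7, 0 without db/m replicate 8, 0 without db/m replicate 10, 0 without db/m replicate 11, 0 without db/db replicate 1, 0 without db/db replicate 2 and 0 without db/db replicate 7, where the 2 without db/m replicate 7 were COX1 and CYTB.

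Reversed directions, with the log2 value under the alternative, were these, where a list counts as reversed when camera turned its direction and its value is the median of its members, so a median near 0 can change sign without it. Q20 as a covariate: the oxidative phosphorylation list (-0.005) and Cox6c (-0.011) in db/db against db/m, the fission and fusion list (0.13) in db/db against the others. Slope as a covariate: the oxidative phosphorylation list (-0.004) in db/db against the others, the mitochondrial DNA list (0.004), Ndufs1 (0.006), Tomm40 (-0.016), ND1 (-0.022), Creb1 (0.032), Mtor (0.052), Akt1 (-0.052), Mapk14 (0.29), Nfkb1 (0.16), Ppargc1a (-0.35) and Rela (-0.034) with IF against db/db, Ppm1l (-0.034), Nrgn (-0.094), Dlgap1 (0.10), Gclc (0.087) and Txnrd1 (0.079) with IF against the others, Atp5d (-0.11), COX1 (-0.012), CYTB (-0.18), Cryba4 (-0.25), Igfbp2 (-0.20), Tbc1d15 (0.12) and Tomm40 (-0.22) with IF against db/m, Cox6c (-0.005) in db/db against db/m. No filter: the fission and fusion list (0.012) in db/db against the others. Quantile normalization: CYTB (-0.11) with IF against db/m, Mapk14 (0.021) with IF against db/db. Read-quality set 2 alone: Cox6c (-0.021) in db/db against db/m. Length trend removed: Cryba4 (-0.086) and Igfbp2 (-0.013) with IF against db/m, Dlgap1 (0.077) and Gclm (0.068) with IF against the others, Dlg4 (0.039), Mtor (0.15), Mapk14 (0.041) and Nfkb1 (0.038) with IF against db/db. Length and GC trend removed: Cryba4 (-0.13) and Igfbp2 (-0.076) with IF against db/m, Dlgap1 (0.080) and Gclm (0.16) with IF against the others, Mff (0.013), Ndufs1 (0.030), Dlg4 (0.081), Mtor (0.083), Mapk3 (-0.018), Akt1 (-0.031), Mapk14 (0.008), Nfkb1 (0.11) and Rela (-0.038) with IF against db/db. Read-quality set 1 alone: Igfbp2 (-0.042) and Tomm40 (-0.017) with IF against db/m, Mapk14 (0.035), Mapk8 (-0.006) and Rela (-0.005) with IF against db/db. Ballgown linear model with library-size term: Ppargc1a (-0.082) with IF against db/db. Array weights: Ppargc1a (-0.082) with IF against db/db. Replicate block: Ppargc1a (-0.001) with IF against db/db. Without mice 1, 7 and 11 of db/db-IF: Ppargc1a (-0.18) and Rela (-0.005) with IF against db/db. FPKM rescaled to the same sum: Rela (-0.005) with IF against db/db. With single mice left out these values reversed in some, with ranges over all mice: the fission and fusion list in db/db against the others from -0.026 (without db/db-IF replicate 7) to 0.061 (without db/db replicate 9), reversed at 0.052 without db/db replicate 2 and 0.052 without db/db replicate 4, Cox6c in db/db against db/m from -0.012 (without db/m replicate 7) to 0.040 (without db/db replicate 9), reversed at -0.012 without db/m replicate 7, -0.003 without db/db replicate 4 and -0.011 without db/db replicate 10, Akt1 with IF against db/db from -0.002 (without db/db-IF replicate 7) to 0.052 (without db/db-IF replicate 11), reversed at -0.002 without db/db-IF replicate 7, Mapk14 with IF against db/db from -0.069 (without db/db-IF replicate 10) to 0.009 (without db/db-IF replicate 7), reversed at 0.009 without db/db-IF replicate 7, Ppargc1a with IF against db/db from -0.034 (without db/db-IF replicate 1) to 0.12 (without db/db-IF replicate 6), reversed at -0.034 without db/db-IF replicate 1, -0.011 without db/db-IF replicate 2, -0.005 without db/db-IF replicate 5, -0.002 without db/db-IF replicate 7 and -0.027 without db/db-IF replicate 11, Rela with IF against db/db from -0.002 (without db/db-IF replicate 7) to 0.022 (without db/db replicate 6), reversed at -0.002 without db/db-IF replicate 7. Of these Gclm under length and GC trend removed, Mtor under length trend removed, Mapk14 under slope as a covariate and Nfkb1 under length and GC trend removed passed the test in the opposite direction, and the causes were not tested.

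Read counts are not given, so the share of each spread that comes from counting cannot be separated, and weakly expressed loci near the pseudocount are limited most. A replicate block was not applied to the discriminant model, and percentages of the genes set apart in db/db mice have no value in read-quality set 2, where limma set 0 apart.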

Differences from the paper's values

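All counts are at the threshold the paper states, an FDR under 0.05, and count loci of the deposited table. For db/db-IF mice the paper's 1181 genes higher and 688 genes lower than in the other groups (DEG-groups 1 and 4) stand against 4599 and 5294 here, and none of the 18 alternatives set before the data were examined came within 1.5 times the paper's counts (2317 to 7005 and 3155 to 6596). For db/m mice the paper's counts are about 460 lower (DEG-group 2) and about 200 higher (DEG-group 5) in Fig. 3a, read by eye, against 2177 and 1876 here. Added to the paper's counts for the other groups, these 2 readings exceed its total, although its legend calls the groups distinct. Either the readings are off or the paper's groups overlap, as the counts here do. Which alternatives came within these readings is therefore uncertain. For the genes lower in db/m mice read-quality set 1 alone (489) and an adjusted p under 0.01 (647) came within and the other 16 did not, and for the genes higher in db/m mice none of 18 did (19 to 2970). For db/db mice the paper's counts are about 300 higher (DEG-group 3) and about 180 lower (DEG-group 6) in Fig. 3a, read by eye, against 998 and 632 here, and an adjusted p under 0.01 came within (252 and 149) while the other 17 did not.

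The paper's total of 2503 genes compares with 10860 loci that passed in at least 1 of these comparisons, and none of 18 alternatives set before the data were examined came within (5491 to 14880). With the slope on transcript length as a covariate the total was 2140, which is within, but this alternative was chosen after seeing the values, and of the genes that Fig. 3a names it called 1 of 31 higher and 1 of 10 lower in db/db-IF mice, 5 of 5 and 4 of 9 in db/m mice and 5 of 8 and 6 of 7 in db/db mice, dropping the others. Of the genes set apart in db/db mice, the paper counts 483, against 1630 here, and of 17 such alternatives an adjusted p under 0.01 came within (401) and the other 16 did not. The paper's share of these genes that still differ between db/db-IF and db/m mice is 31.3%, against 58.3% here, and the replicate block (33.3%) and an adjusted p under 0.01 (33.2%) came within while the other 14 of 16 did not (14.0% to 64.4% over all). Of the alternatives chosen after seeing the values, leaving out mice 1, 7 and 11 of db/db-IF gave 44.0% and removing the length and GC trend 44.7%, both within, and of the genes that Fig. 3a places in DEG-groups 3 and 6 the former dropped 0 of 15 called ones and the latter kept 6 of 8 and 7 of 7. The paper's 60 of them higher in db/db-IF than in db/m mice stand against 332 here, with none of 17 alternatives within (0 to 621), and the paper's 91 lower against 619, with the replicate block (63) and an adjusted p under 0.01 (96) within and the other 15 not. None of the 31 settings that leave out 1 mouse came within for any of these counts.

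The paper gives genes of oxidative phosphorylation as lower in db/db mice and raised by IF. Over the whole list of 76 nuclear genes, 3 were higher and 0 lower in db/db than in db/m mice with limma (14 higher and 1 lower unadjusted), and a linear model with a library-size term called 4 higher and 0 lower (14 and 3 unadjusted). Against db/m and db/db-IF mice combined 4 were lower in db/db mice, the mitochondrial DNA locus of COX1, ND4 and ND4L was lower in both comparisons, and 63 of the 76 were higher in db/db-IF than in db/db mice, as the paper has it. Single nuclear genes were called lower in db/db than in db/m mice with array weights, and, with alternatives chosen after seeing the values, without mice 1, 7 and 11 of db/db-IF (Atp5b under both) and with the slope as a covariate (Atp5d and Ndufs6).

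Of the genes that Fig. 3a places as higher with IF, 28 of 31 tested loci were higher. The exceptions were Park7 (0.30) and Dlgap1 (-0.17), which no setting run called higher, and Camk2b, which was lower at its first locus (-0.35) and higher at its second (1.38). Of those it places as lower with IF 9 of 10 were, with Gfap (-0.14) called in the 3-group fit with 1 group against the mean of the others (-0.13) and without db/db replicate 2 (-0.17). Of those it places as lower in db/m mice 8 of 9 were, with Idh3a (-0.07) called with array weights (-0.11) and, with alternatives chosen after seeing the values, without mice 1, 7 and 11 of db/db-IF (-0.12), with the length and GC trend removed (-0.12) and with the slope as a covariate (-0.15). All tested genes that it places as higher in db/m (5), higher in db/db (8) and lower in db/db mice (7) took that direction against the other mice combined.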

Other observations

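Genes of the endoplasmic reticulum and of microglia were lower in the hippocampus of db/db than of db/m mice. Of 20 genes of endoplasmic reticulum stress 7 were lower and 0 higher over all loci tested (12 lower when adjusted over the list alone), with a median log2 fold change of -0.17 and a mean below that of db/m mice in 10 of 10 db/db mice. The chaperone genes Hsp90b1 (-0.23, standard error 0.04), Pdia6 (-0.31), Hspa5 (-0.32) and Hyou1 (-0.20) had the smallest adjusted p. Of 12 microglia genes 6 were lower and 0 higher (10 lower when adjusted over the list alone), with a median of -0.19 and a lower mean in 10 of 10 mice, among them the complement genes C1qb (-0.35, standard error 0.07) and C1qa (-0.33), the lipid receptor gene Trem2 (-0.31) and Tmem119 (-0.20). Of 20 genes of cholesterol synthesis 5 were lower, Dhcr7 (-0.16), Mvd (-0.28), Cyp51 (-0.20), Msmo1 (-0.21) and Idi1 (-0.30), the last picked out after its values were seen (5 lower when adjusted over the list alone), with a lower mean in 9 of 10 mice. Of 10 genes of excitatory neurons 4 were higher, the transcription factors Neurod6 (0.55) and Neurod2 (0.26), the vesicle sensor Syt1 (0.22) and Nrgn (0.21) (4 higher when adjusted over the list alone), with a higher mean in 10 of 10 mice. Marker genes of the striatum, of which 1 of 8, Tac1, was lower (4 unadjusted), and of oligodendrocyte precursors, of which 2 of 8, Gpr17 and Neu4, were lower, also had a lower mean in 10 and 10 of 10 db/db mice, so dissection and the shares of cells stay open. Camera gave the first 4 lists an adjusted p of 1.4e-08, 1.7e-08, 4.4e-04 and 6.2e-04, and of 0.13, 0.13, 0.43 and 0.18 with an estimated correlation. Compared with the rest of its group, db/db-IF mouse 7 had by far the highest value of C1qb, Trem2 and C1qa, db/db mouse 4 had by far the lowest value of C1qa and db/db mouse 9 had by far the highest value of Idi1.

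The paper measured the level or phosphorylation of several signalling proteins. It reports that IF raised BDNF, PSD-95 and PGC1α protein and the phosphorylation of Akt, ERK and CREB, and lowered that of mTOR. The mRNA of the genes, a different measure, was compared here between db/db-IF and db/db mice. The insulin receptor substrate gene Irs1 fell from 11.0 ± 1.2 to 7.75 ± 1.5 FPKM (SD, n = 10 each), a log2 fold change of -0.47 (standard error 0.08). Creb1, which encodes the transcription factor CREB, had a log2 fold change of -0.58, the AMPK subunit genes Prkaa1 and Prkaa2 -0.53 and -0.40, the postsynaptic scaffold gene Dlg4 -0.19, the growth factor gene Bdnf -0.25, Mtor -0.12 and the ERK gene Mapk3 0.11, and all 8 passed the test. ND1 (0.29) and Cox4i1 (0.39) of the respiratory chain rose too, so 3 of the 16 tested loci of these proteins, these 2 and Mapk3, were higher and 7 lower. Over all 17139 tested loci 4054 were higher and 4697 lower in the same comparison (51.1% together). With the length trend removed Dlg4 and Mtor, with length and GC removed Mapk3 as well, and with the slope on transcript length as a covariate Creb1 and Mtor, pointed the other way. Mtor passed the test in this opposite direction (0.15) with the length trend removed, an alternative set beforehand. Ppargc1a, which encodes the regulator PGC-1a, had 0.03 (adjusted p = 0.86) and did not pass, nor did Akt1 (0.02), Nfkb1 (-0.09), Rela (0.01), Mapk8 (0.16) and Mapk14 (-0.05), but with alternatives chosen afterwards Mapk8 (0.49) and, in the opposite direction, Nfkb1 (0.11) passed with the length and GC trend removed, and Mapk14 (0.29), also in the opposite direction, with the slope as a covariate. Compared with the rest of its group, db/db-IF mouse 7 had by far the lowest value of Prkaa1, Mapk14 and Nfkb1, db/db mouse 1 had by far the highest value of Bdnf and db/db-IF mouse 7 had by far the highest value of Cox4i1.

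The counts of loci past the threshold were set beside those of other splits of the same mice into groups of the same sizes, 100 splits for each comparison with the real one included, all chosen after the counts were seen. For db/db-IF against the other mice the real count was 9893 and 1 split, the real one, was as large (highest other 5289). For db/db-IF against db/db mice it was 8751 with 1 (highest other 2760), and for db/db against db/m mice 985 with 1 (highest other 11). For db/db-IF against db/m mice it was 9532 with 1 (highest other 4776). No other split tried reached these counts, and 100 splits cannot resolve a share under 1 in 100. For db/m against the other mice the real count was 4053 with 1 split as large (highest other 1). When the fasted mice were kept in the other group and db/m and db/db mice alone were exchanged, 3 of 100 were as large (highest other 4647). A split without regard to genotype thus called more loci than the real one, so chance is not excluded for this count. For db/db against the other mice the real count was 1630 and 2 of the splits were as large, but 8 of 100 were when the fasted mice were kept in the other group (highest other 3767), so chance cannot be excluded for this count, in which the fasted mice are part of the comparison. The highest other split of all mice called 5289 loci, several times the real count of db/db mice, and its group of 10 held 0 fasted mice, which points to a structure of the samples that follows fasting. Between the read-quality sets the real count from limma was 0 (700 unadjusted), all 100 splits were as large and the highest other was 0, and since every split is at least as large as 0 this comparison says nothing about chance.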
